# Epigenomics in an extraterrestrial environment: organ-specific alteration of DNA methylation and gene expression elicited by spaceflight in *Arabidopsis thaliana*

**DOI:** 10.1186/s12864-019-5554-z

**Published:** 2019-03-12

**Authors:** Mingqi Zhou, Natasha J. Sng, Collin E. LeFrois, Anna-Lisa Paul, Robert J. Ferl

**Keywords:** Spaceflight, Microgravity, Arabidopsis, Transcriptome, DNA methylation, Epigenome, Epigenetic, Veggie, ISS

## Abstract

**Background:**

Plants adapted to diverse environments on Earth throughout their evolutionary history, and developed mechanisms to thrive in a variety of terrestrial habitats. When plants are grown in the novel environment of spaceflight aboard the International Space Station (ISS), an environment completely outside their evolutionary history, they respond with unique alterations to their gene expression profile. Identifying the genes important for physiological adaptation to spaceflight and dissecting the biological processes and pathways engaged by plants during spaceflight has helped reveal spaceflight adaptation, and has furthered understanding of terrestrial growth processes. However, the underlying regulatory mechanisms responsible for these changes in gene expression patterns are just beginning to be explored. Epigenetic modifications, such as DNA methylation at position five in cytosine, has been shown to play a role in the physiological adaptation to adverse terrestrial environments, and may play a role in spaceflight as well.

**Results:**

Whole Genome Bisulfite Sequencing of DNA of Arabidopsis grown on the ISS from seed revealed organ-specific patterns of differential methylation compared to ground controls. The overall levels of methylation in CG, CHG, and CHH contexts were similar between flight and ground DNA, however, thousands of specifically differentially methylated cytosines were discovered, and there were clear organ-specific differences in methylation patterns. Spaceflight leaves had higher methylation levels in CHG and CHH contexts within protein-coding genes in spaceflight; about a fifth of the leaf genes were also differentially regulated in spaceflight, almost half of which were associated with reactive oxygen signaling.

**Conclusions:**

The physiological adaptation of plants to spaceflight is likely nuanced by epigenomic modification. This is the first examination of differential genomic methylation from plants grown completely in the spaceflight environment of the ISS in plant growth hardware developed for informing exploration life support strategies. Yet even in this optimized plant habitat, plants respond as if stressed. These data suggest that gene expression associated with physiological adaptation to spaceflight is regulated in part by methylation strategies similar to those engaged with familiar terrestrial stress responses. The differential methylation maps generated here provide a useful reference for elucidating the layers of regulation of spaceflight responses.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-019-5554-z) contains supplementary material, which is available to authorized users.

## Background

Plants physiologically adapt to spaceflight using strategies that mimic several aspects of familiar terrestrial environmental responses, even though the spaceflight response is distinct from any singular terrestrial response. Among those strategies are transcriptomic and proteomic alterations that are increasingly well defined as more experiments are conducted on the International Space Station (ISS). Plants have a long history in spaceflight research (recent reviews include: [1, 2]). Because of the relationship between gravity and plant architecture [3], plants are considered important tools for discovery of gravity-related biological phenomena [4]. In addition, plant growth in support of closed ecology human life support systems places plant space biology in both discovery and applications roles in the space exploration science agenda.

Near typical plant growth can occur in space within the advanced growth hardware of the ISS. However, evidence from multiple experiments, using a variety of plant species, plant tissues, and in a variety of spaceflight habitats, strongly suggests that physiological adaptation to spaceflight requires an altered state of metabolism and structure that is conditioned by differential gene expression. Early spaceflight gene expression studies suggested that modifications in calcium signaling were important to the metabolic adaptation of plants to spaceflight [5–9] but did not suggest any singular or particular environmental stress that characterized spaceflight. More recent work on the International Space Station has enabled several highly replicated transcriptome experiments that reveal more about the global transcriptional response of *Arabidopsis thaliana* (Arabidopsis), and data now exists for several different cultivars, cell types and growth habitats [6, 8, 10–23]. Of particular note is that there are substantial differences in gene expression patterns even among tissue sources of the same genotype; Arabidopsis leaves, hypocotyls, roots, and root tips all have markedly different spaceflight transcriptomes, as do undifferentiated cell cultures [13, 14, 16, 18].

Many genes differentially expressed during spaceflight are also differentially expressed during familiar, yet distinct terrestrial stress responses, including stresses involving pathogens, drought, temperature and salt. There are several categories of genes that are well-represented in a variety of terrestrial stress responses that are also well-represented in the spaceflight response. Genes associated with cell wall remodeling, Reactive Oxygen Species signaling, light signal transduction, hormone metabolism, and calcium signaling are represented in multiple abiotic and biotic stress responses on Earth (e.g. [24–36]. The spaceflight environment appears to engage similar cross talk among these genes, and transcriptomic and proteomic evidence can be found from a variety of orbital experiments comprising a diversity of plant systems (e.g. [14–16, 18, 20–23, 37–46]. The abundance of representative genes from these categories across cultivars, missions and even species suggests that spaceflight is perceived by plants as an environment requiring a physiological response for acclimation.

Terrestrial plant stresses are increasingly understood to include significant epigenetic changes in the DNA methylome, and epigenome changes have been shown to influence the adaptability of the next generation to a particular stress. Current thought is that a dynamic epigenome plays a much larger role in plant adaptation that previously envisioned. Recent work in plant communities challenged with recurrent stressful events suggests that the epigenetic variation of the plants in these ecosystems are part of the adaptive strategies [47], and epigenetic regulation has been implicated in the acquisition of herbicide resistance in plant populations [48]. Epigenetic responses have also been well documented as important to strategies for pathogen resistance (reviewed in [49, 50]) and in coping with abiotic stressors such as salt, cold, and drought [51–57] and at least some of these epigenomic alterations appear to be transmitted through seeds. Further, elucidation of the nature of those epigenome changes can inform genetic modification strategies to breed plants that are more resistant or adaptable to that stress. The same strategy can be applied to any stressor that elicits an epigenomic response, potentially including spaceflight.

Many of the genes that are differentially expressed by plants in spaceflight intersect with gene networks associated with pathogen attack, herbivory, salt stress and drought [14–16, 18–23, 44]. These stresses are well-documented elicitors of differential DNA methylation [49, 51–54, 58–66]. Therefore the epigenome plays a substantial role in the physiological adaptation to terrestrial biotic [50, 58, 60–62], and abiotic stress [57, 67–71]. The determination of Arabidopsis differential methylation in response to spaceflight would provide insight into the role the epigenome plays in the physiological adaptation to spaceflight. This study examined the role of DNA methylation, in particular, 5mCyt, in spaceflight-grown plants with the expectation of elucidating functional linkages between epigenetics and spaceflight adaptation.

In plants, DNA methylation occurs in the CG, CHG and CHH context (where H is A, C, or T), each of which is maintained through cellular divisions by a distinct pathway and set of enzymes including DDM1, VIMs and MET1 (CG), SUVH4 deposited H3K9me2 and CMT3 (CHG), and CMT2 (CHH) [72–74].

Also of note is that the unique environment of spaceflight also comes with unique challenges for experimental design and data. Standard protocols and approaches typical for determining the genome-wide methylome were modified to accommodate limitations in preservation techniques and limited sample sizes of spaceflight-grown plants. This study therefore utilized Arabidopsis plants preserved on orbit in RNAlater™ for transcriptomics studies, in order to make the first determination of spaceflight-induced changes in the Arabidopsis DNA methylome.

## Results

### Arabidopsis seedlings demonstrated near typical terrestrial growth patterns in the veggie hardware of ISS

The three plates of Arabidopsis plants showed near typical germination and plant growth within the Veggie hardware of the ISS. Figure 1a provides a view of the APEX03–2 experiment growing inside Veggie on orbit (left) alongside a view of plates installed in the ground unit at Kennedy Space Center. Figure 1b shows the actual plates from the ISS (Spaceflight FT) and the related Ground Control plates. General growth and morphology on orbit was similar to that on the ground, with roots growing on the surface of the medium and typical development of shoots and leaves. Without gravity as a directional cue, the roots of the spaceflight plants grew in a generally negatively phototropic manner, but as can be seen in the right-hand column of Fig. 1b, the directional growth of the roots is not uniform in spaceflight.

**Fig. 1:**
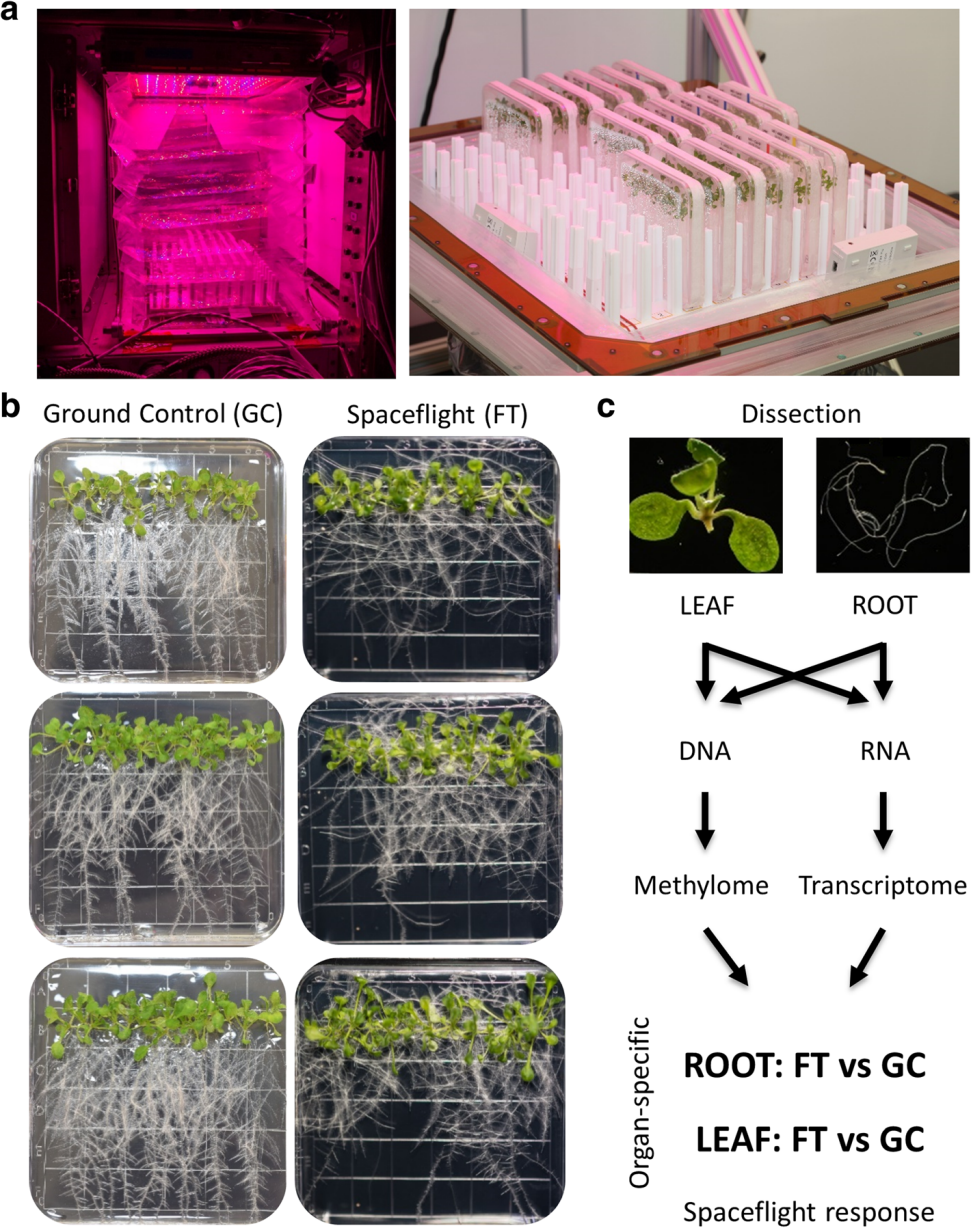
The phenotype of Arabidopsis seedlings grown on the ISS and on the ground. **a** A view of the APEX03–2 experiment growing inside Veggie on the ISS (left) and a view of plates installed in the ground Veggie unit to illustrate the configuration of plates installed vertically in racks. **b** *Arabidopsis thaliana* (WS) seedlings were grown under constant LED light conditions in the Vegetable Production System (VPS/Veggie) hardware on the Columbus Module of the ISS for 11 days. Corresponding ground control plants were grown in the Veggie hardware within the ISS Environmental Simulation (ISSES) chamber at Kennedy Space Center for 11 days. Each plate was considered a biological replicate and a total of 6 plates were used in this experiment. All three biological replicates for both spaceflight and ground control are represented. **c** The workflow of transcriptome and DNA methylome analysis. Plant materials harvested in RNAlater were dissected into root and leaf tissues. Total RNA & DNA were isolated separately, and the differential analyses were conducted in an organ-specific manner comparing the effects of spaceflight (FT) vs ground control (GC) in the roots and leaves

Compared to the ISS growth systems with strong directional light like the Advanced Biological Research System (ABRS) [75], the lighting system of Veggie was more intense, and yet more diffuse with respect to directionality (Fig. 1a). However, WS seedlings grown on the ISS in Veggie showed sufficient negative phototropism of roots, and positive phototropism of shoots relative to the LED light source to substantially mimic the growth patterns of the vertically-grown ground controls in the duplicate Veggie hardware housed in the KSC ISSES chamber (Fig. 1b).

For molecular analyses, the seedlings were dissected into leaves and roots by removing the hypocotyl (Fig. 1c top). Leaf and root samples from each of the three plates shown in Fig. 1a were subjected to RNA-sequencing (RNA-seq) for transcriptome analysis and Whole Genome Bisulfite Sequencing (WGBS) for methylome analysis (Fig. 1c), providing three biological replicates for each treatment/organ combination.

### Spaceflight did not induce large scale changes in DNA methylation, but the distribution of methylation levels was slightly modified by spaceflight

WGBS revealed the genome-wide DNA methylation patterns of spaceflight-grown plants along with their comparable ground controls. As a check on the conversion process, the correctly bisulfite converted and mapped cytosine sites in chloroplast DNA of all samples were found to be near 99% (Additional file 1: Table S1), indicating a good rate of conversion and processing in the experimental procedures.

The overall cytosine methylation status within the CG, CHG and CHH contexts in spaceflight samples and ground controls was visualized in the Integrative Genomics Viewer (IGV) (http://software.broadinstitute.org/software/igv/) (Fig. 2a). The general methylation levels and distribution of 5mC across the genome were not altered dramatically in any particular part of the genome nor within any C context (Fig. 2a-c). For each methylation context, total methylation was not obviously changed by spaceflight in roots (Fig. 2b) or leaves (Fig. 2c).

**Fig. 2:**
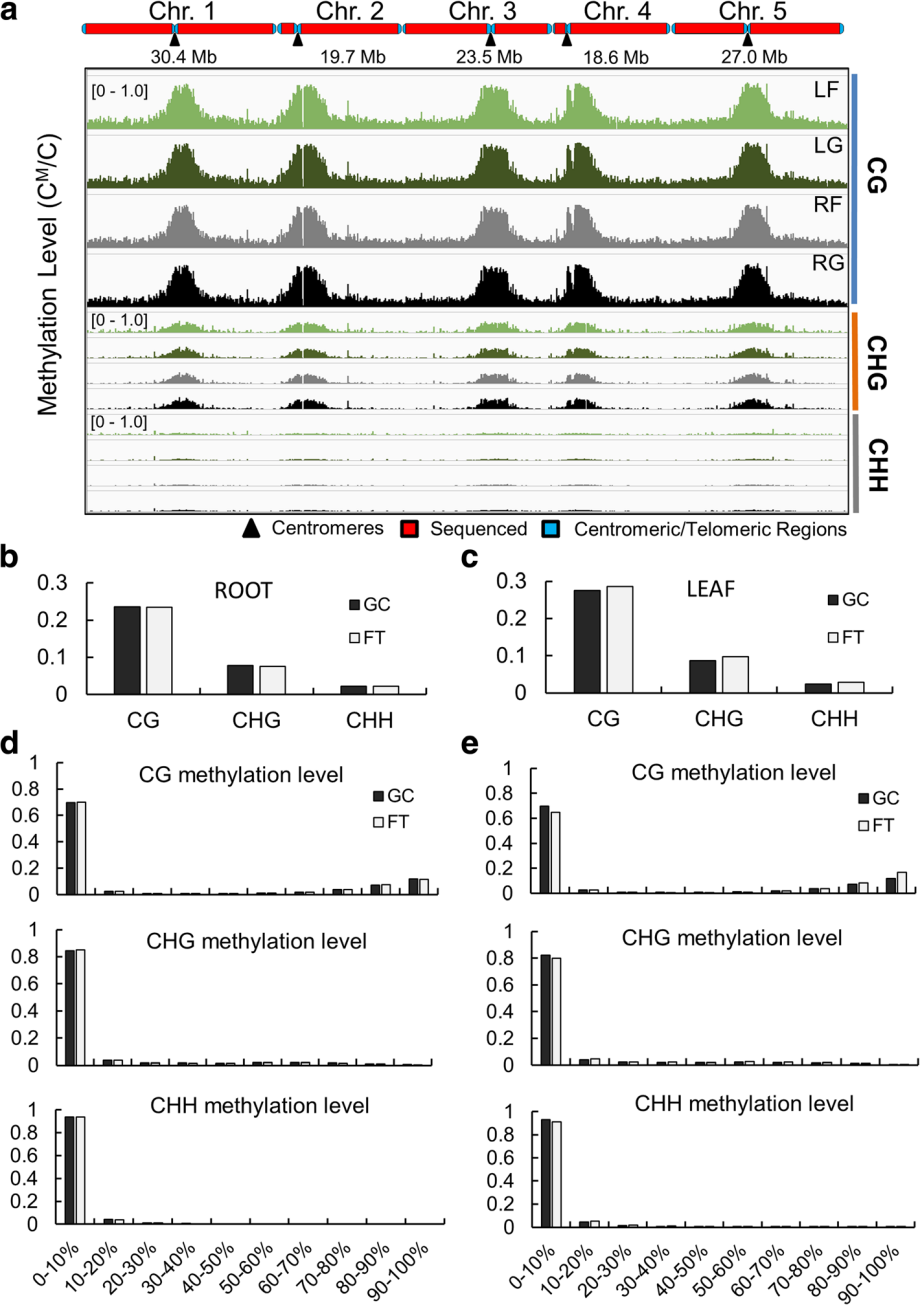
Overview of genome wide DNA methylation levels. **a** Methylation level of CG, CHG and CHH contexts across chromosomes 1–5 in roots and leaves grown in spaceflight (RF and LF) and roots and leaves grown on the ground (RG and LG) were visualized using Integrative Genomics Viewer (IGV) (http://software.broadinstitute.org/software/igv/). Average methylation level of whole genome in root (**b**) and leaf (**c**) samples are shown. The proportion of CG, CHG and CHH contexts in ten individual bins corresponding to different methylation levels are listed for root (**d**) and leaf (**e**) samples

While the average genome-wide methylation levels within each sequence context were not significantly different between spaceflight and ground controls in either organ (Fig. 2b, c), spaceflight leaves did show a slight shift in methylation levels within each methylation context toward more highly methylated sites. Figure 2d and e show the distribution of the proportions of CG, CHC and CHH methylation levels in each organ, comparing the ground control values to spaceflight. For roots (Fig. 2d), there was no obvious difference in the distribution of methylation levels. In leaves there were larger differences between spaceflight and ground control in methylation level distribution (Fig. 2e). Especially for CG context, there was a higher proportion of sites with methylation levels below 10%, and more sites with methylation levels above 90% for spaceflight in leaves. Generally the shift from lower percent methylation to higher percent methylation was observed in all three types of methylation in spaceflight leaves.

### Spaceflight changes in DNA methylation levels were associated with protein-coding genes

Methylation levels were evaluated in the gene bodies (from transcription start site, TSS to transcription termination site, TTS) as well as flanking regions of 2 kb upstream from TSS and 2 kb downstream from TTS for the protein coding genes in Arabidopsis. Figure 3 shows the average methylation levels across protein-coding genes in the CG, CHG and CHH contexts for both roots and leaves. Overall changes in DNA methylation were not associated with any particular region of expressed genes. In roots, methylation levels in CG, CHG and CHH contexts of gene body and downstream regions were virtually identical in ground and spaceflight samples. However, in leaves, CHG and CHH methylation levels across genic regions were increased by spaceflight (Fig. 3). The observed elevation of averaged methylation levels in genes from leaf DNA was largely uniform throughout the gene regions, although the differential in the upstream and downstream regions are slightly more prominent than in the immediate vicinity of transcription start and termination. Thus, although large scale alteration of the average methylation level was not detected on a genome-wide scale, spaceflight influenced CHG and CHH methylation across protein-coding regions in an organ-specific fashion was detected.

**Fig. 3:**
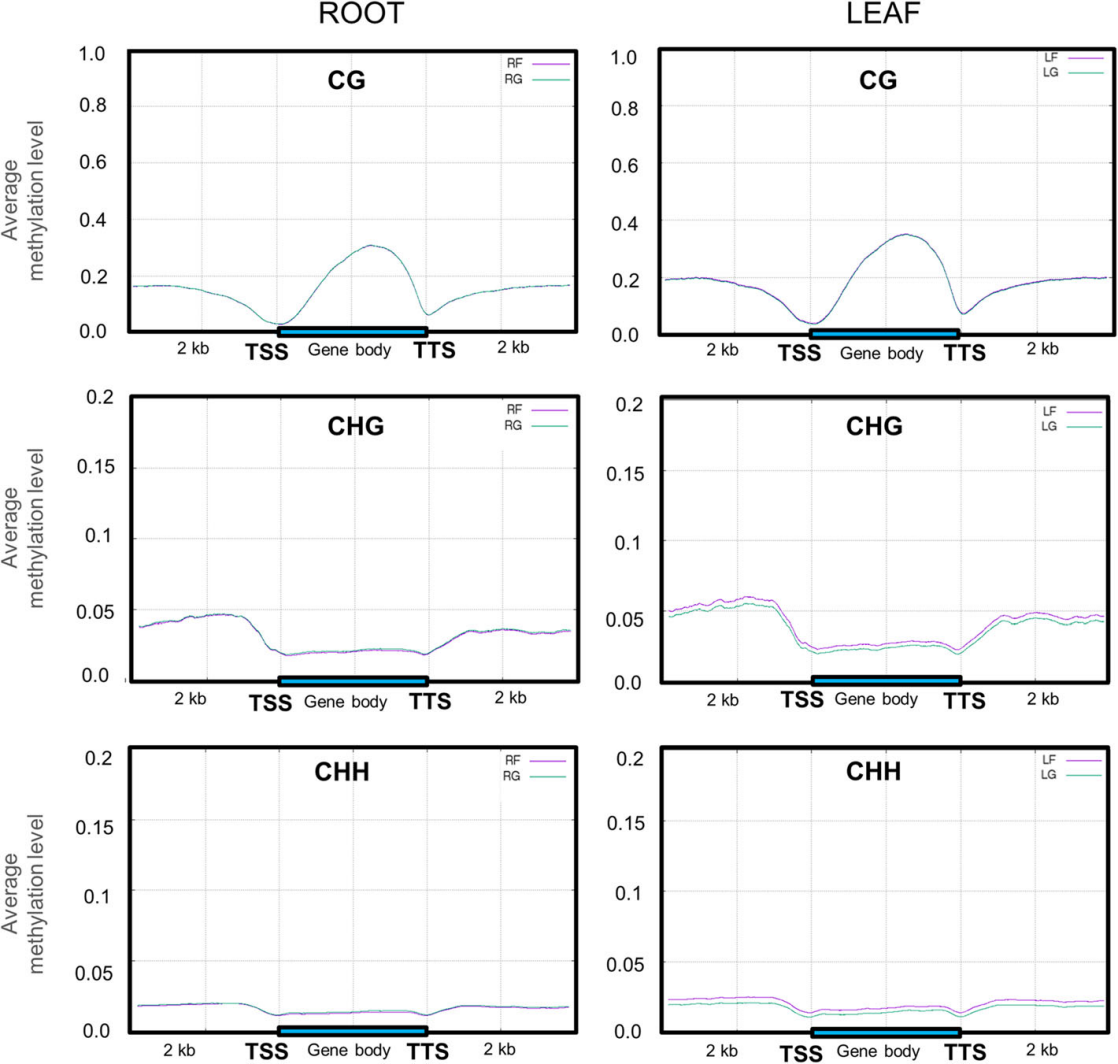
Average methylation levels across protein-coding genes in CG, CHG and CHH contexts. Gene bodies (highlighted by blue bar) as well as flanking regions 2 kb upstream from transcription start site (TSS) and 2 kb downstream from transcription termination site (TTS) are shown in the plots. Roots and leaves grown on the ISS (RF and LF) are indicated by magenta lines, whereas roots and leaves grown on the ground (RG and LG) are indicated by teal lines

### The number of hyper and hypomethylated cytosine sites was influenced by spaceflight especially in leaves

Site-specific differentially methylated cytosines (DmCs) between spaceflight and ground control with statistical significance (FDR < 0.01) were used to evaluate each methylation context genome-wide in both roots and leaves. Additionally, the differentially methylated regions (DMRs) were also used to evaluate the genome-wide methylation context. DMRs were identified by comparing the average methylation levels within a 100 bp window between spaceflight and ground controls and those with statistical significance (FDR < 0.01) were used in the analysis. There were 26,545 DmCs detected in roots in response to spaceflight, 215 of which were also in DMRs (Fig. 4a). In leaves, there were 23,967 spaceflight-associated DmCs, 279 of which were in DMRs (Fig. 4b). These sites in CG, CHG and CHH contexts are listed in Additional file 2: Table S2.

**Fig. 4:**
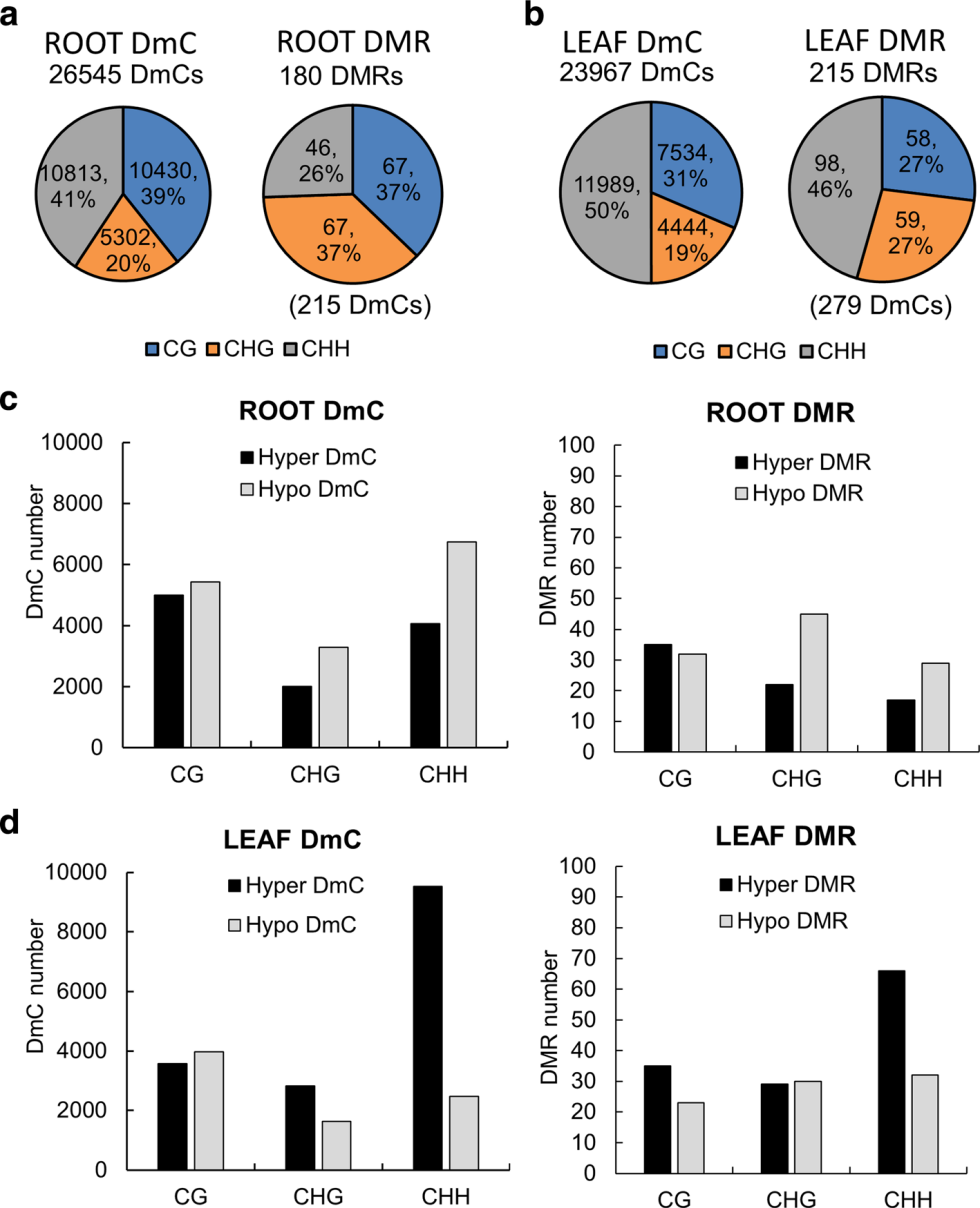
Global analysis of DmCs and DMRs in roots and leaves. Total number of differentially methylated cytosine sites (DmCs), differentially methylated regions (DMRs), number of DmCs within DMRs, and percentage of differential methylation in CG, CHG and CHH contexts of DmCs and DMRs in roots (**a**) and leaves (**b**). Context breakdown of the number of hyper−/hypo- DmCs and DMRs in roots (**c**) and leaves (**d**)

Roots and leaves showed distinct distributions of differentially methylated cytosines. More CG sites and fewer CHH sites were differentially methylated in roots compared with leaves, while proportions of differentially methylated CHG sites were similar in these two organs (Fig. 4a, b). In roots hypomethylated CHH sites predominated, while leaves showed a predominance of hypermethylated CHH sites (Fig. 4c, d). Global hyper/hypomethylation trends between DmCs and DMRs were similar in leaf organs, whereas in roots, hypomethylated CHG DMRs predominated.

### The distribution of gene-related DmCs and DMRs is organ specific

The distributions of DmCs and DMRs within gene regions varies between roots and leaves, as do the proportions of hypo- and hypermethylated cytosines among CG, CHG and CHH contexts. Figure 5 shows the context of gene-related DmCs and DMRs within regions 2 kb upstream from transcription start site, and 2 kb downstream from transcription termination site. The numbers of gene loci that are affected by hyper- and hypo-DmC and DMRs in gene bodies for roots and leaves in response to spaceflight are shown in Fig. 5a, b, and the numbers of gene loci affected by hyper and hypo-DMRs in Fig. 5c, d for each organ. Gene-related DmCs in roots and leaves were predominantly positioned in the gene body within the CG context. Gene-related DMRs in roots were evenly distributed across all three gene structures predominantly in the CG context. Whereas gene-related DMRs in leaves were distributed across all three gene structures predominantly in the CHH context (see also Additional file 3: Table S3).

**Fig. 5:**
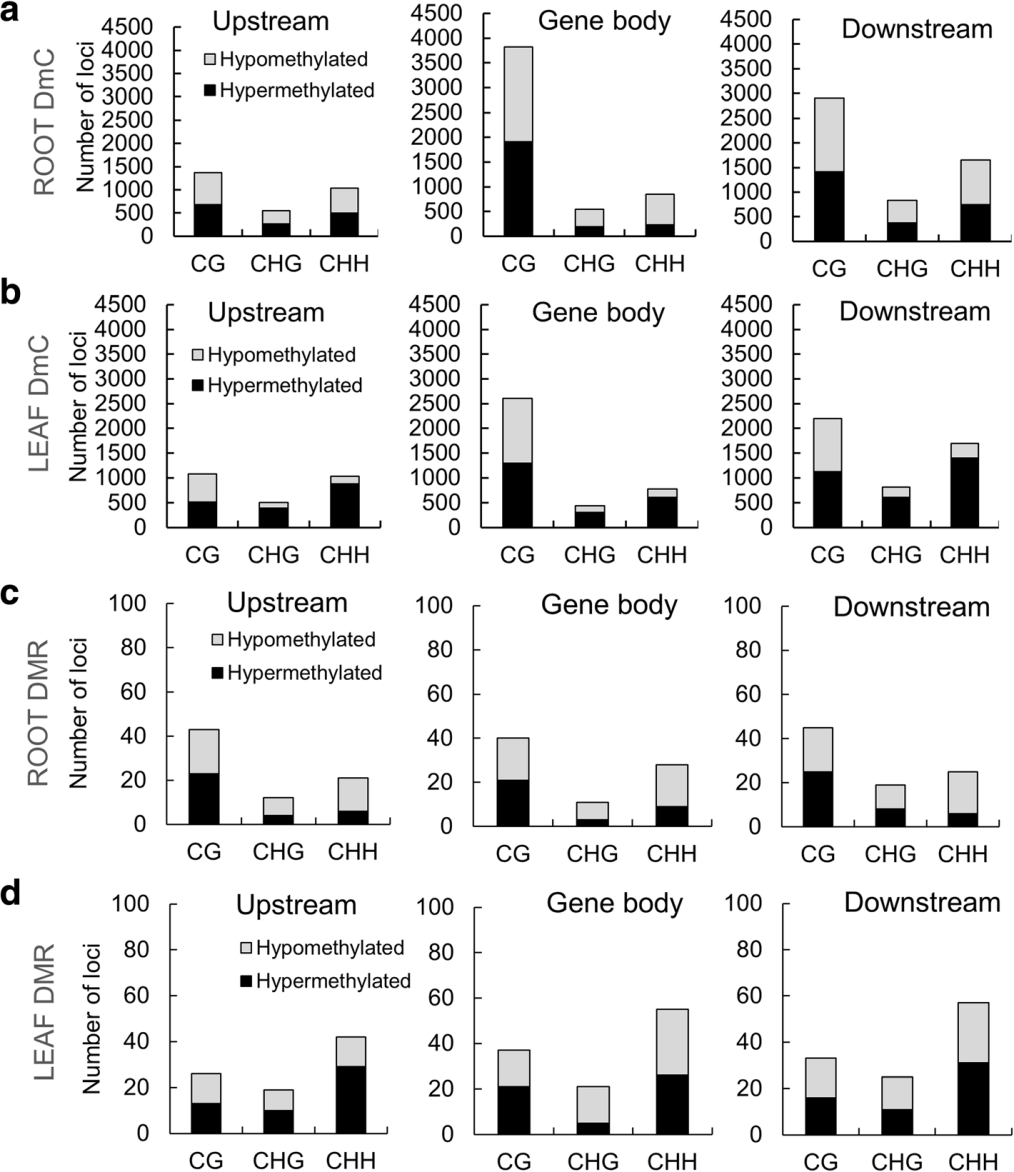
Context breakdown of gene-related DmCs and DMRs. **a-b** Numbers of gene loci affected by hyper- and hypo-DmC in gene bodies, 2 kb upstream from transcription start site, and 2 kb downstream from transcription termination site in response to spaceflight. **c**-**d** Numbers of gene loci affected by hyper and hypo-DMRs are mapped to the gene-associated regions described above

### Correlation of differential DNA methylation and differential gene expression

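The expression data are 12 RNA-seq libraries in 4 groups of 3, ground control leaf, spaceflight leaf, ground control root and spaceflight root. The plants were *Arabidopsis thaliana* seedlings of the Wassilewskija (WS) ecotype, grown for 11 days under constant LED light in Veggie, a plant growth unit that was run on the ISS and in a chamber on the ground. The ground control started 24 h later according to the paper and 48 h later according to the sample labels. Each of the 6 plates was a biological replicate, and 3 plants of a plate were pooled for RNA, so the leaf and root libraries of a plate came from the same plants. Hypocotyls were left out at dissection. The paper describes roots dissected from the hypocotyl, but the extraction text of the labels describes root tips and another RNA kit than the paper, so which part of the root these libraries hold is not settled. A material field in the labels exchanges the organ for the ground control leaves and the spaceflight roots. Their titles and the design in the paper give the organ used here. The authors checked the reads with FastQC, trimmed them with Trimmomatic and mapped them to TAIR10 with STAR. RSEM then quantified genes in expected counts and in FPKM (fragments per kilobase of transcript, scaled to the mapped reads of the library). The authors kept genes above 5 CPM in at least 3 libraries, fitted an edgeR generalized linear model in each organ, and called genes at an FDR under 0.05 with at least a 2-fold change. The authors' deposited tables list 608 genes for leaf and 65 genes for root, with the FPKM of each gene in every library. Each gene is past both thresholds in the authors' columns. They hold no counts, so the depth of each library is unknown. The precision of a value is given by the spread between plates. From there, log2(FPKM + 1) was compared between spaceflight and ground control with limma in each organ, with Benjamini-Hochberg adjustment over the genes listed for that organ. A gene is said to have risen or fallen where its adjusted p was under 0.05 and its change at least 2-fold on that scale, which understates the change of genes with low FPKM. Since the authors had chosen the listed genes on the same libraries, this test is not independent evidence that they respond. Levels are means ± SD over the 3 plates of a group, and gene positions are those of TAIR10.1. The paper names a directional library kit and the labels a cDNA kit that does not keep strand, so antisense overlaps are given as limits of the genes concerned.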

RNA-seq was used to establish organ-specific, differential patterns of gene expression between plants grown in the spaceflight environment and their comparable ground controls. 

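Leaves and roots differed in the level of most of the 656 genes listed for either organ. AT5G42530, on chromosome 5 from 17004738 to 17005510, stood at 1832 ± 67.8 FPKM in ground control leaves (SD, n = 3) and at 10.2 ± 2.07 FPKM in ground control roots (SD, n = 3). RAP2-3, an ERF transcription factor, stood at 380 ± 164 FPKM in ground control leaves and 63.2 ± 9.43 FPKM in ground control roots (SD, n = 3 each). DREB2A, a transcription factor of drought and heat responses, was the other way round, with 6.00 ± 3.24 FPKM in ground control leaves and 18.0 ± 7.65 FPKM in ground control roots (SD, n = 3 each). Of the 656 genes, 148 were higher in every leaf library than in every root library, and 217 were lower in every leaf library. The organ means of log2(FPKM + 1) differed at least 2-fold for 433 genes. In a PCA of these values the first component held 82.3% of the variance and the second 13.1%. The first placed the 6 leaf libraries between 31.7 and 36.8 and the 6 root libraries between -35.3 and -31.5. Pearson correlations of 2 libraries across these genes, which are not independent of each other, were 0.944 to 0.992 within a group, 0.714 to 0.976 between spaceflight and ground control of the same organ, and 0.133 to 0.286 between organs. The genes used here were selected by the authors for a response to spaceflight, so the share of variance that separates the organs applies to them and not to the whole transcriptome.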

Hierarchical clustering and principal component analysis (PCA) show that the two organs evaluated, roots and leaves, have widely different patterns of gene expression, which highlighted the value of separating the two organs in the evaluation of the spaceflight response (Additional file 7: Figure S1 , Additional file 8: Figure S2 and Additional file 9: Figure S3). There were 800 genes differentially expressed with statistical significance (FDR < 0.05) by at least 2-fold in roots or leaves, in the comparison of spaceflight vs ground control (Additional file 4: Table S4). Among them, 75 differentially expressed genes were detected in roots while 743 were differentially expressed in leaves, with 18 genes shared between the two tissues (Fig. 6a). 

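In spaceflight leaves, higher expression was more frequent than lower expression. Of the 608 genes listed for leaf, 353 rose, 100 fell and 155 did not pass the limma test and the 2-fold threshold, and 477 genes passed in leaf or root. By the authors' deposited table, 446 of the 608 leaf genes were higher and 162 lower in spaceflight. The share of 73.4% higher (95% Clopper-Pearson interval 69.7 to 76.8) differed from an even split (exact binomial test, two-sided p = 1.26e-31 across genes, which are not independent). It covers the listed genes only. Of the 135 leaf genes that the paper's Table S4 calls and the deposited table does not list, 124 were higher and 11 lower. AT4G10265, a small protein annotated as wound-responsive, lies on chromosome 4 from 6373008 to 6373667 and rose from 3.86 ± 1.29 to 100.1 ± 30.5 FPKM (SD, n = 3). Its log2 fold change was 4.37 (standard error 0.33, limma adjusted p = 6.86e-06). BT2, a BTB and TAZ domain protein that responds to sugars and nitrate, lies on chromosome 3 from 17907767 to 17910738 and rose from 5.20 ± 2.53 to 134 ± 78.1 FPKM (SD, n = 3). This is a log2 fold change of 4.36 (standard error 0.47, limma adjusted p = 3.74e-05). AT5G03350, a lectin-like gene that overlaps the antisense gene AT5G03345, rose to 30.4 ± 7.86 FPKM in spaceflight (SD, n = 3; limma adjusted p = 2.54e-05). UGT74E2, a UDP-glycosyltransferase acting on indole-3-butyric acid, lies on chromosome 1 from 1703002 to 1704838 and fell from 13.6 ± 4.28 to 1.74 ± 0.164 FPKM (SD, n = 3). It had a log2 fold change of -2.38 (standard error 0.30, limma adjusted p = 9.08e-05). AT1G02820, annotated as a late embryogenesis abundant protein, fell from 80.7 ± 41.5 to 11.4 ± 0.987 FPKM (SD, n = 3). Of 19 root marker genes, 1 is listed for leaf, BGLU21, with 0.470 ± 0.161 FPKM on the ground and 1.32 ± 0.700 FPKM in spaceflight (SD, n = 3), a difference that did not pass (limma adjusted p = 0.0656) although the authors' deposited table calls it higher. With a pseudocount of 0.1 in place of 1, BGLU21 was past both thresholds (log2 fold change 1.25, limma adjusted p = 0.0123). At an FDR under 0.001 the count of leaf genes was 106, and at a change of at least 3-fold it was 155.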

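Among groups of leaf genes fixed in advance, low oxygen and sugar starvation genes were higher in spaceflight leaves and clock genes stood on both sides. Of 21 genes of the low oxygen response, 11 are in the leaf table and all 11 rose (11 higher when adjusted over the list alone). S-ACP-DES6, a stearoyl-ACP desaturase, rose from 1.89 ± 0.816 to 44.7 ± 16.1 FPKM (SD, n = 3), and LBD41, a transcription factor induced by low oxygen, rose from 12.2 ± 6.34 to 146 ± 52.7 FPKM (SD, n = 3). Their log2 fold changes were 3.95 (standard error 0.36, limma adjusted p = 2.37e-05) and 3.53 (standard error 0.39, limma adjusted p = 4.92e-05), and that of PDC1, a pyruvate decarboxylase of fermentation, was 1.26 (standard error 0.34, limma adjusted p = 0.00543). Of 13 genes induced by sugar starvation and darkness, 11 are in the table, of which 10 rose, 0 fell and 1, ASN1, did not pass (10 higher when adjusted over the list alone). DYL1, a dormancy-associated gene, rose from 22.6 ± 13.2 to 110 ± 21.4 FPKM (SD, n = 3), and TPS8, a trehalose-phosphate synthase family member, from 16.3 ± 4.45 to 70.5 ± 46.7 FPKM (SD, n = 3). Of 26 circadian clock genes, 9 are in the table, of which 4 rose, 4 fell and 1 did not pass (4 higher and 4 lower when adjusted over the list alone). RVE2, a MYB-like clock-associated factor on chromosome 5 from 14751344 to 14753088, rose from 27.0 ± 6.98 to 151 ± 12.7 FPKM (SD, n = 3), whereas APRR9, a pseudo-response regulator of the clock on chromosome 2 from 19232607 to 19235179, fell from 12.8 ± 4.01 to 1.72 ± 1.37 FPKM (SD, n = 3). A difference between the authors' higher and lower calls in these lists and those of the other listed leaf genes did not pass (Fisher's exact test, adjusted over 18 lists, p = 0.191 for low oxygen, 0.191 for sugar starvation and 0.221 for the clock). ASN1 passed without ground control leaf replicate 3 or spaceflight leaf replicate 1 (log2 fold change 1.18 and 1.25). Without spaceflight leaf replicate 1, 5 of the 9 clock genes passed in place of 8, with 2 lower, and without spaceflight leaf replicate 3 PDC1 was below 2-fold (log2 fold change 0.93).

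**Figure D1:**
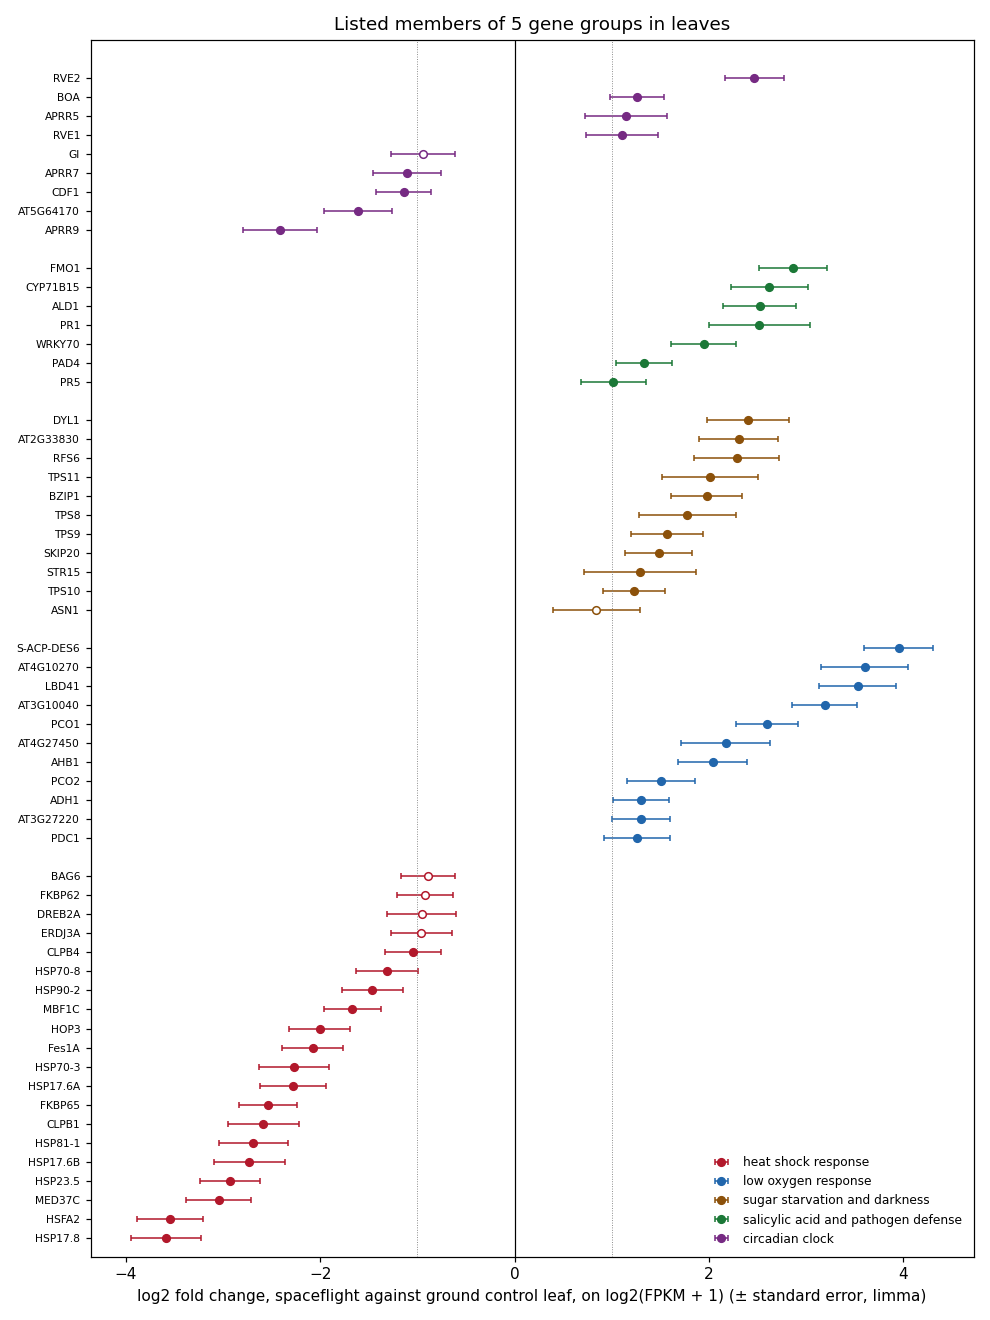
Log2 fold change of FPKM + 1, spaceflight against ground control leaves, of each listed member of 5 gene lists, with the standard error from limma as bars; filled points passed an adjusted p of 0.05 and the 2-fold threshold, and dotted lines mark a 2-fold change. The heat shock genes lie between -3.59 and -0.89 and the low oxygen genes between 1.26 and 3.95, while the clock genes lie on both sides of 0.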

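In spaceflight roots, 18 of the 65 listed genes rose, 18 fell and 29 did not pass the limma test and the 2-fold threshold. ATL8, a RING-H2 ubiquitin ligase on chromosome 1 from 28668664 to 28669652, rose from 6.60 ± 0.494 to 25.0 ± 4.62 FPKM (SD, n = 3), a log2 fold change of 1.76 (standard error 0.24, limma adjusted p = 0.00381). BCA3, a carbonic anhydrase that overlaps the antisense gene AT1G23740, had a log2 fold change of 2.22 (standard error 0.39, limma adjusted p = 0.00614). AT4G33720, a member of the pathogenesis-related CAP family, rose from 84.5 ± 18.6 to 272 ± 41.2 FPKM (SD, n = 3; limma adjusted p = 0.0061). Of 6 listed cytochrome P450s, 3 fell, 0 rose and 3 did not pass (3 lower when adjusted over the list alone), with log2 fold changes of -1.08 for CYP716A2, -1.04 for CYP76G1 and -1.04 for CYP93D1. Without spaceflight root replicate 2, 1 P450 passed, and 2 to 4 passed without any 1 of the other root replicates. Of 4 listed UDP-glycosyltransferases, 3 fell, 0 rose and 1 did not pass (3 lower when adjusted over the list alone), among them UGT91A1 with a log2 fold change of -1.37 (standard error 0.29, limma adjusted p = 0.00739). Of 3 listed class III peroxidases, enzymes of cell wall and peroxide metabolism, 2 rose and 1 did not pass (2 higher when adjusted over the list alone; 1 higher without ground control root replicate 1). PER10 rose from 3.48 ± 1.03 to 13.4 ± 5.27 FPKM (SD, n = 3). BHLH63, a light-signaling transcription factor that overlaps AT4G34540 on the same strand, is listed at 0 in the 3 ground control roots and at 2.97, 4.62 and 0.16 FPKM in the spaceflight roots. Its call was lost without spaceflight root replicate 1 or 2. Of 23 light-harvesting and Rubisco genes, markers of leaf tissue, 3 are in the root table and 2 of them rose in the same spaceflight roots, against 0 without spaceflight root replicate 2 and 1 without ground control root replicate 3. By the authors' deposited table 42 of the 65 genes were higher (64.6%, 95% Clopper-Pearson interval 51.8 to 76.1, exact binomial test, two-sided p = 0.0248). Of the 36 limma calls 50% were higher, and with a pseudocount of 0.1 in place of 1, 37 genes rose and 20 fell. Without spaceflight root replicate 2 the limma count was 18.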

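By the authors' deposited tables, 17 genes are listed for both organs, of which 8 were higher in both, 6 were lower in both and 3 had opposite directions. The leaf and root libraries of a plate come from the same plants, so an even split is not the value without a spaceflight effect. In 9 contrasts of a spaceflight plate with a ground control plate, after the mean of each group was removed, 29.4 to 70.6% of these genes had 1 direction in both organs, against 82.4% for spaceflight, a comparison added after seeing the data. ATL75, a RING-H2 ligase on chromosome 1 from 18198227 to 18199168 that overlaps the antisense gene AT1G49205, had log2 fold changes of 1.75 in leaf and 1.78 in root (limma adjusted p = 0.000513 and 0.00614). ERF107, an ethylene-responsive transcription factor, had 1.46 in leaf and 1.52 in root (limma adjusted p = 0.00187 and 0.00739). The early light-induced proteins ELIP1 and ELIP2 fell in both organs, by 1.44 and 1.08 on the log2 scale in leaf and by 1.52 and 1.09 in root. OXS3, a gene of oxidative stress tolerance on chromosome 5 from 22895616 to 22896734, had log2 fold changes of 3.39 in leaf (standard error 0.32, limma adjusted p = 2.37e-05) and 1.05 in root (standard error 0.31, limma adjusted p = 0.0161). UP6 fell by 1.22 on the log2 scale in leaf and had 0.79 in root, below the 2-fold threshold (past both thresholds at 1.37 with a pseudocount of 0.1 and at 1.12 without spaceflight root replicate 3), and it overlaps the antisense genes AT1G05257 and AT1G16720. CPuORF21, an upstream reading frame in the AT5G09670 region that TAIR10.1 does not list as a separate gene, stood at 0.05, 15.9 and 26.9 FPKM in the ground control leaves and at 0.05 FPKM in each spaceflight leaf library. In the roots it stood at 0.05 FPKM in each ground control library and at 0.05, 27.4 and 13.6 FPKM in spaceflight. Across the 17 genes, which are not independent, the authors' leaf and root log2 fold changes had a Spearman rho of 0.36 (permutation p = 0.159). Those from limma had a rho of 0.52, within the -0.35 to 0.60 of the 9 contrasts of plates. The ELIP calls in leaf were lost without ground control leaf replicate 1, that of ELIP2 also without spaceflight leaf replicate 2 or 3, and the CPuORF21 call in root without spaceflight root replicate 2 or 3. OXS3 in root was below 2-fold without ground control root replicate 2 or 3 or spaceflight root replicate 2 (lowest log2 fold change 0.81), ELIP2 in root without spaceflight root replicate 3 (-0.90) and UP6 in leaf without ground control leaf replicate 1 (-0.999).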

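Heat shock genes fell together in spaceflight leaves. Of 43 chaperones and regulators of the heat shock response, 20 are in the leaf table, of which 16 fell, 0 rose and 4 stayed below the 2-fold threshold (16 lower when adjusted over the list alone). HSFA2, a heat shock transcription factor on chromosome 2 from 11135624 to 11137792, fell from 28.3 ± 13.6 to 1.35 ± 0.177 FPKM (SD, n = 3), a log2 fold change of -3.54 (standard error 0.34, limma adjusted p = 2.37e-05). HSP17.8, a small heat shock protein on chromosome 1 from 2274926 to 2275783, fell from 76.3 ± 38.8 to 4.96 ± 0.813 FPKM (SD, n = 3; limma adjusted p = 2.87e-05), and the HSP70 chaperone MED37C on chromosome 3 from 3991117 to 3993886 from 275 ± 101 to 31.4 ± 6.77 FPKM (SD, n = 3; limma adjusted p = 3.99e-05). By the authors' deposited table 0 of the 20 were higher, against most of the other listed leaf genes (Fisher's exact test, adjusted p = 2.36e-11 over 18 lists). A set of 16 heat shock genes found by annotation, 11 of them also on that list, held 13 that fell, 0 that rose and 3 that did not pass (13 lower when adjusted over the list alone; Fisher's exact test of the authors' calls, adjusted p = 1.63e-07). By the same words in TAIR10.1, searched after seeing the data, 17 of 20 fell, 0 rose and 3 did not pass. Heat shock genes are not independent replicates and fell together, so both Fisher p overstate the evidence. As the sets share 11 genes, the second is not separate evidence. The authors' deposited table calls 1 of the 16 higher, HSFA6B, a heat stress transcription factor, which did not pass here (log2 fold change 0.61, limma adjusted p = 0.0509) but did with a pseudocount of 0.1 (1.44, limma adjusted p = 0.00491). In root, DREB2A is the 1 listed member of the heat shock list. Of 18 genes of cold and dehydration, 2 are listed for leaf and both rose, COR27 and AT4G33980 (COR28), with log2 fold changes of 1.27 and 1.70 (2 higher when adjusted over the list alone). The COR27 call was lost without ground control leaf replicate 1 or spaceflight leaf replicate 1.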

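For oxidative stimuli, 1 of 21 genes of scavenging and marker functions is listed in each organ, OXS3, which rose in both (1 higher when adjusted over the list alone), in root only with ground control root replicates 2 and 3 and spaceflight root replicate 2 all included. The list of class III peroxidases, made by annotation, held 7 leaf genes, of which 6 rose, 0 fell and 1 did not pass (6 higher when adjusted over the list alone). A member that rose, PRXIIC, which overlaps the antisense genes AT1G08803 and AT1G65960, is a peroxiredoxin, and without it 5 of 6 rose. PER37 went from 21.2 ± 4.12 to 59.0 ± 13.8 FPKM (SD, n = 3). Glutathione S-transferases went both ways, with 5 of 10 listed leaf members higher, 3 lower and 2 not past (5 higher and 3 lower when adjusted over the list alone). GSTU4 rose from 2.19 ± 0.646 to 12.0 ± 6.85 FPKM and GSTU1 fell from 8.58 ± 1.28 to 2.69 ± 0.115 FPKM (SD, n = 3 each). For biotic stress, 7 of 22 genes of salicylic acid and pathogen defense are listed for leaf and all 7 rose (7 higher when adjusted over the list alone). FMO1, an enzyme of systemic resistance on chromosome 1 from 6650476 to 6653195, rose from 0.143 ± 0.143 to 7.97 ± 4.50 FPKM (SD, n = 3), a log2 fold change of 2.87 (standard error 0.35, limma adjusted p = 8.14e-05). WRKY70, a transcription factor of salicylic acid signaling, rose from 61.5 ± 21.5 to 236 ± 60.4 FPKM (SD, n = 3; limma adjusted p = 0.000587). PR1, a pathogenesis-related protein on chromosome 2 from 6241640 to 6242541, rose from 35.1 ± 5.95 FPKM on the ground (SD, n = 3) to 119, 118 and 604 FPKM in the 3 spaceflight libraries (limma adjusted p = 0.0017). Of 29 jasmonate and wounding genes, 4 are listed for leaf and all 4 rose (4 higher when adjusted over the list alone), among them the defensin PDF1.2A, from 191 ± 35.9 to 669 ± 312 FPKM (SD, n = 3). The 6 listed WRKY factors held 5 that rose and 1 that did not pass (5 higher when adjusted over the list alone; 3 higher without spaceflight leaf replicate 3). For none of these lists did a difference in the authors' calls from the other listed leaf genes pass (Fisher's exact test, adjusted p = 0.298 for peroxidases, glutathione S-transferases and salicylic acid genes and 0.42 for WRKY factors). The 4 jasmonate genes were too few to be tested. None of the salicylic acid, jasmonate or WRKY genes is listed for root.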

Similar with the results of the previous *Arabidopsis* transcriptome survey from the ISS [14], the genes associated with temperature stresses, oxidative stimuli, and biotic stress were widely influenced (Additional file 4: Table S4). Of the genes differentially expressed in response to spaceflight, 143 DEGs from leaves, and 21 DEGs from roots were among those genes which were also differentially methylated in response to spaceflight (Fig. 6b). 

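Of the 143 leaf and 21 root genes in the paper's Table S5, 122 and 18 are in the deposited expression tables and were joined by gene identifier. The paper chose these genes on the same plants, so their directions are not independent evidence. By the authors' deposited table 94 of the 122 leaf genes were higher in spaceflight and 28 lower. NRT2.5, a nitrate transporter on chromosome 1 from 4416315 to 4418590, rose from 1.58 ± 0.476 to 12.8 ± 4.90 FPKM in leaves (SD, n = 3), a log2 fold change of 2.38 (standard error 0.33, limma adjusted p = 0.000163). The paper's average differential methylation is 0.251 for CHG and 0.227 for CHH in its upstream region. PCO1, a plant cysteine oxidase of oxygen sensing, rose from 2.13 ± 0.374 to 18.6 ± 6.91 FPKM (SD, n = 3), with 0.129 for upstream CHG as the paper's methylation value. AT5G12110, an elongation factor 1B subunit that overlaps the antisense gene AT5G12120, fell from 199 ± 37.1 to 56.2 ± 2.45 FPKM (SD, n = 3), and the paper's value for its upstream CG methylation is -0.327. The share of higher genes was 77.0% in the leaf DmC-DEGs and 72.4% in the other listed leaf genes (Fisher's exact test, two-sided p = 0.36 across genes, which are not independent). In root, 9 of the 18 were higher and 9 lower by the authors' deposited table (50%), against 70.2% higher in the other listed root genes (Fisher's exact test, two-sided p = 0.154). MSRB6, a methionine sulfoxide reductase, fell in roots from 30.8 ± 6.92 to 14.1 ± 2.08 FPKM (SD, n = 3; limma adjusted p = 0.0107), with the paper's value of -0.322 for upstream CHG, and was below 2-fold without ground control root replicate 1 or 2 or spaceflight root replicate 3 (log2 fold change -0.97, -0.95 and -0.95). Among genes with an authors' FDR under 0.01 the root share was 14.3% of 7 DmC-DEGs, and among genes changed at least 3-fold it was 0% of 3 (Fisher's exact test, p = 0.00525 and 0.0357). These p rest on few genes and were not adjusted for the subsets tried, and the difference over all 18 genes did not pass.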

Figure 6c shows the numbers of DEGs in root and leaf that mapped with DmCs among CG, CHG and CHH contexts in the various gene structures (2 kb upstream of the transcription start site, the gene body, and 2 kb downstream of the transcription termination site).

**Fig. 6:**
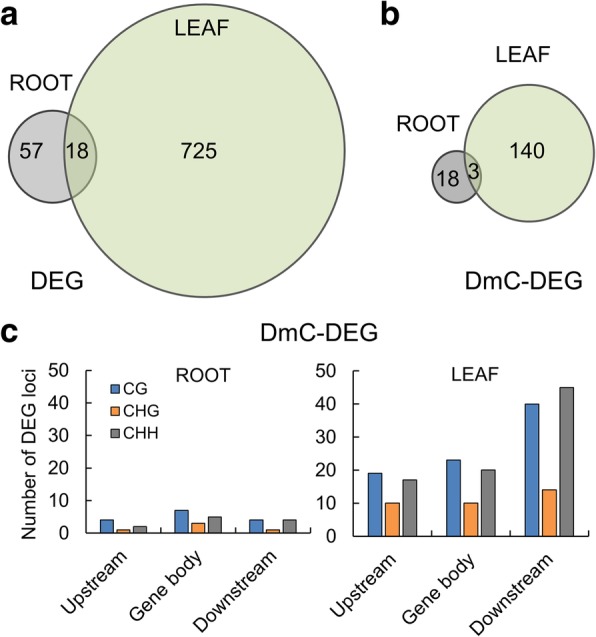
Relationship between DEGs and gene-related DmCs. **a** Venn diagram of differentially expressed genes (DEGs) overlapped in roots and leaves. Eight hundred DEGs in roots or leaves between spaceflight and ground control had statistical significance (FDR < 0.05) with a fold-change of at least 2. **b** Venn diagram of the number DEGs mapped with DmCs in roots and leaves. **c** Numbers of DEGs in root and leaf that mapped with DmC in each methylation context of the various gene structures (2 kb upstream of TSS, gene body, and 2 kb downstream of TTS)

Figure 7 provides a heat map of the complete list of DmC-DEG genes, and summarizes relevant features of this group. For each gene from roots (Fig. 7a) and leaves (Fig. 7b), the gene ID number is aligned with the differential expression heat map and an indication of the average differential methylation level for CG, CHG and CHH contexts in respective regions (Fig. 7a, b; Additional file 5: Table S5). The consistent or opposite trend between differential expression and DNA methylation is also indicated in the figure. The opposite trend is indicative of upregulated genes with hypomethylated DmCs or downregulated genes with hypermethylated DmCs of all three types of methylation in the genic regions whereas the consistent trend shows the converse relationship. In roots, 11 genes showed opposite trend and 7 genes showed consistent trend (Fig. 7a). 

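Of the 18 root DmC-DEGs in the deposited table, 11 had every methylation value of the paper's Table S5 opposite in sign to the deposited log2 fold change, 4 had every value of the same sign and 3 had values of both signs. The opposite genes were AT5G54585, LHCB2.2, LHCB1.2, LHCB4.2, NPF5.7 and RAP2-3, higher in spaceflight, and DREB2A, LAS1, AT5G54470, APRR9 and AT1G50750, lower in spaceflight. JAL23 and CYP72A8, higher, and MSRB6 and PUMP4, lower, formed the consistent group. LAS1, lanosterol synthase, fell from 7.61 ± 0.819 to 2.88 ± 0.418 FPKM (SD, n = 3), a log2 fold change of -1.15 (standard error 0.23, limma adjusted p = 0.00739). The paper's methylation value is 0.116 for CHH in its downstream region. AT5G54470, a B-box zinc finger gene on chromosome 5 from 22114304 to 22115539, fell by 1.31 on the log2 scale in roots (standard error 0.36, limma adjusted p = 0.0139), with the paper's value of 0.459 for downstream CG. Its root call was lost without spaceflight root replicate 2, and so were those of LHCB2.2, LHCB1.2, RAP2-3 and DREB2A. Of the 11 opposite genes, AT5G54585, LHCB4.2, NPF5.7 and AT1G50750 did not pass the limma test and the 2-fold threshold, and all 4 did with a pseudocount of 0.1. Each but NPF5.7 also passed without 1 of the replicates, AT5G54585 without ground control root replicate 1 or spaceflight root replicate 3, AT1G50750 without ground control root replicate 1 or 3 and LHCB4.2 without any 1 of ground control root replicate 3 and spaceflight root replicates 1 and 3. A difference of the 11 opposite and 4 consistent genes from an even split did not pass (73.3% opposite, exact binomial test, two-sided p = 0.118).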

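Light and temperature genes stood among the root DmC-DEGs. The light-harvesting gene LHCB2.2, on chromosome 2 from 1799234 to 1800472, rose in spaceflight roots from 14.1 ± 3.06 to 34.0 ± 16.0 FPKM (SD, n = 3), a log2 fold change of 1.13 (standard error 0.37, limma adjusted p = 0.0224). LHCB1.2, on chromosome 1 from 10472280 to 10473502, rose from 74.1 ± 4.13 to 163 ± 68.9 FPKM (SD, n = 3; limma adjusted p = 0.0201), and its reads can be shared with near-identical LHCB1 copies. LHCB4.2, which overlaps the antisense gene AT3G08943, had 18.7 ± 2.23 FPKM on the ground and 39.6 ± 16.6 FPKM in spaceflight (SD, n = 3), a log2 fold change of 0.97, just under the 2-fold threshold. It passed with a pseudocount of 0.1 (1.01) and without ground control root replicate 3 (1.06) or spaceflight root replicate 1 or 3 (1.08 and 1.18). These 3 genes are the only listed members in root of the list of 23 light-harvesting and Rubisco genes (2 higher when adjusted over the list alone), which also serve as markers of leaf tissue. DREB2A, a regulator of drought and heat responses on chromosome 5 from 1602205 to 1604112 that overlaps the antisense gene AT5G05420, fell in roots with a log2 fold change of -1.22 (standard error 0.36, limma adjusted p = 0.0161). The clock gene APRR9 fell from 9.76 ± 0.113 to 2.64 ± 1.58 FPKM in roots (SD, n = 3), a log2 fold change of -1.66 (standard error 0.34, limma adjusted p = 0.00739). The paper's Table S5 gives a gene body CG value of -0.247 for LHCB2.2, -0.188 for LHCB1.2 and 0.322 for DREB2A, and a downstream CHG value of 0.173 for APRR9. The LHCB2.2 and LHCB1.2 calls were lost without ground control root replicate 3 or spaceflight root replicate 2, where LHCB1.2 had log2 fold changes of 0.997 and 0.74 and 1 and 0 genes of the light-harvesting list passed. The DREB2A call was lost without ground control root replicate 2 (log2 fold change -0.92) or spaceflight root replicate 2 (limma adjusted p = 0.0577).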

Gene ontology analysis detected stress responses to abiotic stimulus, temperature, radiation, and light stimulus. In leaves, 48 genes showed opposite trend and 79 genes showed consistent trend (Fig. 7b). 

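Of the 122 leaf DmC-DEGs in the deposited table, 42 had methylation values all opposite in sign to their expression change, 69 had values all of the same sign and 11 had values of both signs. The 69 consistent genes were 62 higher and 7 lower in spaceflight, and the 42 opposite genes were 26 higher and 16 lower, by the authors' deposited table. EGC2, a plant natriuretic peptide gene on chromosome 2 from 8089411 to 8091736, was among the consistent genes and rose from 4.55 ± 1.83 to 25.8 ± 6.37 FPKM (SD, n = 3; limma adjusted p = 0.000187), with the paper's value of 0.172 for gene body CG. ALD1, an aminotransferase of systemic resistance, belonged to the same group and stood at 0.13, 0 and 0.08 FPKM in the ground control leaves and at 4.01, 3.04 and 10.4 FPKM in the spaceflight leaves. TBL26, a trichome birefringence-like gene, was opposite and fell from 12.9 ± 8.59 to 2.55 ± 0.807 FPKM (SD, n = 3; limma adjusted p = 0.00434), with the paper's value of 0.175 for downstream CHH. LURP1, a gene of defense against oomycetes, had values of both signs, -0.261 for upstream CG and 0.216 for upstream CHG in the paper's table, and rose from 40.5 ± 7.00 to 219 ± 47.6 FPKM (SD, n = 3). The share of opposite genes was 37.8% of those with 1 trend (exact binomial test against an even split, two-sided p = 0.0132), and 41.0% when each gene was placed by the sign of its mean methylation value (p = 0.0568 from the same exact test). Without CPuORF4, whose values repeat those of BZIP1, 41 genes were opposite (37.3%, exact binomial p = 0.00972). Most genes with 1 trend were higher in spaceflight (62 consistent and 26 opposite), and most were hypermethylated (62 higher and 16 lower). An even split is therefore not the value without a link between methylation and expression, and these tests cannot show such a link.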

Gene ontology analysis also detected response to stressors of temperature, radiation and light, plus chemical stress, oxidative stress, and a response to oxygen-containing compounds (Additional file 5: Table S5). 

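Heat shock regulators and low oxygen genes stood among the leaf DmC-DEGs. HSFA2 is a DmC-DEG with the paper's value of 0.260 for gene body CG, and its expression fell. MBF1C, a co-activator of heat tolerance on chromosome 3 from 8918267 to 8919683, fell from 125 ± 20.6 to 38.6 ± 7.23 FPKM (SD, n = 3), a log2 fold change of -1.67 (standard error 0.29, limma adjusted p = 0.000638), and the paper's gene body values are 0.238 for CG and 0.209 for CHG. It overlaps the antisense genes AT3G04685, AT3G24495 and AT3G24503. HSP90-3, a cytosolic HSP90 with near-identical copies, fell by 1.36 on the log2 scale (standard error 0.31, limma adjusted p = 0.00271), with the paper's gene body values of 0.257 for CG and -0.348 for CHG. AT4G10270, a low oxygen gene that overlaps the antisense genes AT4G05775 and AT4G10280, rose from 10.2 ± 8.91 to 112 ± 13.9 FPKM (SD, n = 3; limma adjusted p = 8.14e-05), with the paper's value of 0.305 for upstream CHH.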

The correlation of gene expression and DNA methylation in a certain type was also reflected by scatterplots using genes with differential expression as well as differential DNA methylation of CG, CHG and CHH contexts in respective gene regions. 

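In roots, the DmC-DEGs that the paper's Table S5 lists with lower CG methylation tended to be the ones with higher expression, as for LHCB2.2, LHCB1.2 and LHCB4.2, and those with higher CG methylation the ones with lower expression, as for DREB2A and AT5G54470. Over the 11 root genes with a CG value, averaged over gene regions, Spearman's rho between the paper's methylation change and the deposited log2 fold change was -0.75 (permutation p = 0.0108, adjusted p = 0.0216 over 2 relations in root). Pearson's r was -0.58 (permutation, adjusted p = 0.128), and without the 2 genes farthest from the median methylation change rho was -0.67 (exact permutation, adjusted p = 0.118) and r was -0.46. Over all 14 root genes with a CG value in Table S5 with its own fold changes, a set added after seeing the data, rho was -0.10 (permutation p = 0.74). In leaves, 58 of the 67 DmC-DEGs with a CHH value were hypermethylated and 9 hypomethylated. NRT2.5 and AT4G10270 were hypermethylated genes that rose, whereas TBL26 was a hypermethylated gene that fell. Across these 67 genes rho was 0.04 and Pearson's r -0.06 (permutation, adjusted p = 0.777 and 0.949 over 3 relations in leaf), and without the 2 farthest genes rho was 0.02 and r -0.06. By the authors' deposited table 77.0% of all leaf DmC-DEGs were higher, so hypermethylated genes that rose are frequent without a relation of methylation to expression. The leaf CHG relation, over 28 genes of which 22 were hypermethylated, had a rho of 0.06 (permutation, adjusted p = 0.777). These correlations are across genes, which are not independent replicates, and the methylation values are the paper's.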

In general, CG methylation showed a strong negative correlation with gene expression in roots, while CHH hypermethylation was positively correlated to gene upregulation in leaves (Additional file 10: Figure S4).

**Fig. 7:**
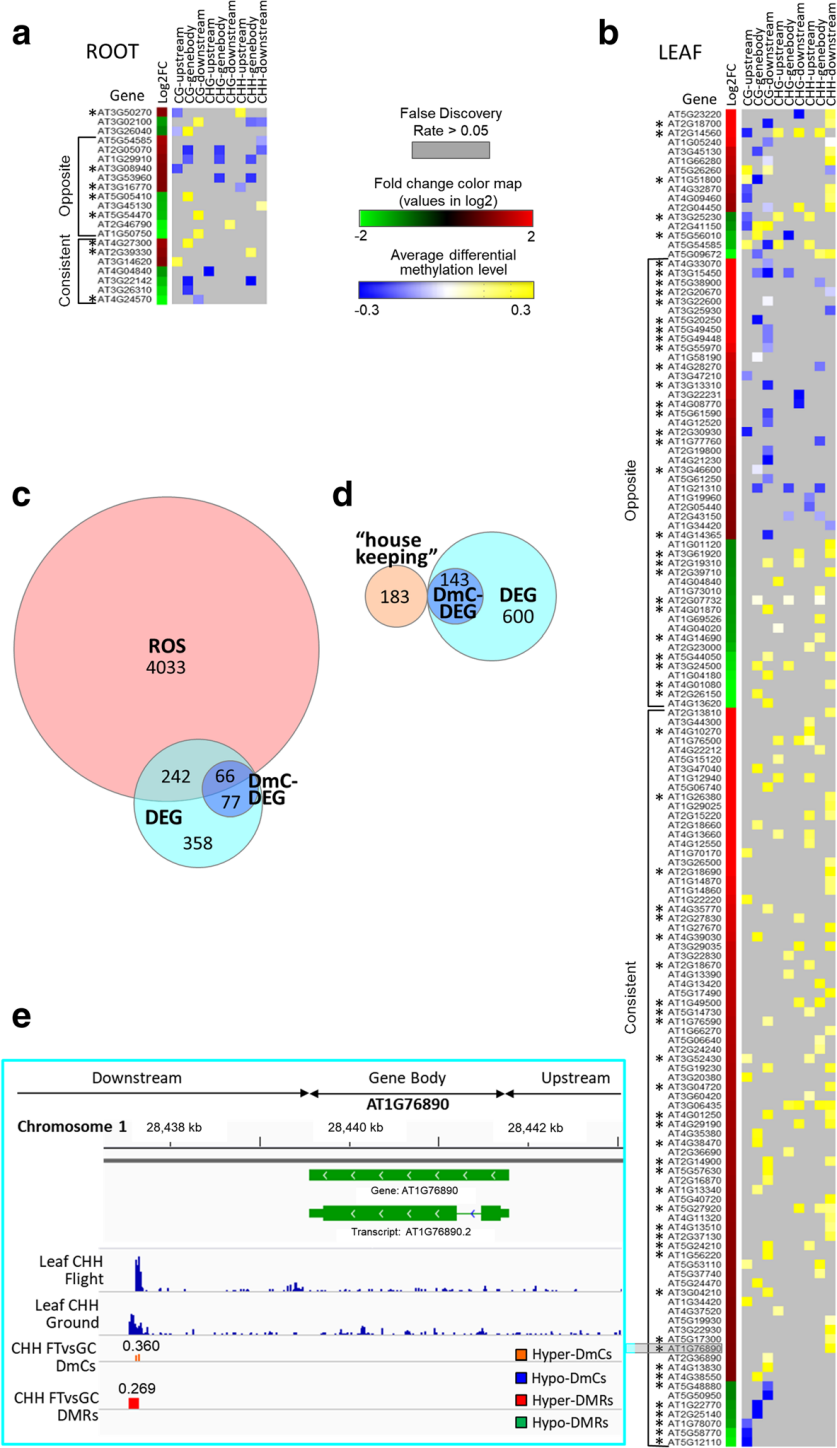
Correlation of differential gene expression and DNA methylation in roots and leaves show ROS association. Heatmap representation of differential gene expression (Log2 fold-change) and differential DNA methylation (average level in area indicated; Gene body: TSS to TTS, upstream: 2 kb from TSS, downstream: 2 kb from TTS) of 21 genes in roots (**a**) and 143 genes in leaves (**b**). Opposite trends are indicative of upregulated genes with hypomethylated DmCs or downregulated genes with hypermethylated DmCs whereas a consistent trend shows the converse relationship. ROS associated genes are indicated with an asterisk. **c** Venn diagram shows a visual representation of spaceflight DEGs and DmC-associated DEGs that overlap with ROS genes. **d** Venn diagram shows a visual representation of spaceflight DEGs and DmC-associated DEGs that overlap with housekeeping genes. **e** Visualization of the methylation data using the Integrative Genomics Viewer (IGV) (http://software.broadinstitute.org/software/igv/). The full–genome methylome profiling in the CHH context of spaceflight (Flight) and ground control (Ground) leaf sample along with DmC and DMR data in the corresponding region

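Of the 122 leaf DmC-DEGs in the deposited table, 66 are in the list of ROS genes in the paper's Table S6, or 54.1% (95% Clopper-Pearson interval 44.8 to 63.2). By the authors' deposited table 49 of the ROS genes were higher in spaceflight leaves and 17 lower (74.2% higher), against 80.4% higher in the other DmC-DEGs (Fisher's exact test, two-sided p = 0.519). ROS genes that rose include LURP1 and AT3G15450, which stood at 108 ± 40.2 FPKM on the ground and 987 ± 389 FPKM in spaceflight (SD, n = 3) and overlaps the antisense gene AT3G15460. Another was TPS11, which went from 7.23 ± 1.69 to 39.3 ± 26.4 FPKM (SD, n = 3). HSFA2, TBL26 and AT5G12110 were ROS genes that fell. In root, 7 of the 18 DmC-DEGs were ROS genes (38.9%, interval 17.3 to 64.3 by the same method), namely AT3G50270, LHCB4.2, RAP2-3, DREB2A, AT5G54470, JAL23 and PUMP4. The leaf list repeats 1 measurement. CPuORF4, an upstream reading frame of BZIP1, has the FPKM of BZIP1 in all 12 libraries and its methylation values, and without it, a count added after seeing the data, 65 of 121 leaf DmC-DEGs were ROS genes (53.7%), 48 higher and 17 lower. Over all 143 leaf genes of Table S5, including those that the deposited table does not list, the share was 46.2%.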

Genes associated with reactive oxygen species (ROS) signaling were well represented in the DmC-DEG sets (starred gene ID numbers, Fig. 7a, b), particularly in leaves, where ROS genes comprised 46% of the differentially methylated, differentially expressed genes (DmC-DEG) (Additional file 6: Table S6). In both roots and leaves, ROS genes appeared about equally distributed between both negative and positive correlations of differential expression and DNA methylation. 

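In leaf, 27 ROS genes had the opposite trend, 35 the consistent trend and 4 values of both signs. AT3G15450 was an opposite ROS gene with a log2 fold change of 3.16 (standard error 0.39, limma adjusted p = 8.14e-05), and the paper's values are -0.161 for gene body CG and -0.304 for downstream CG. STR15, a gene of darkness and senescence, was a consistent ROS gene with a log2 fold change of 1.29 (standard error 0.58, limma adjusted p = 0.0471) and the paper's value of 0.157 for downstream CG; its call was lost with a pseudocount of 0.1 (limma adjusted p = 0.0502) and without any leaf replicate but spaceflight replicate 1 (0.0511 to 0.253). A difference of the ROS genes with 1 trend from an even split did not pass (exact binomial test, two-sided p = 0.374). Nor did one from the 15 opposite and 34 consistent genes outside the ROS list (Fisher's exact test, two-sided p = 0.175). Among genes changed at least 3-fold, 14 ROS genes were opposite and 8 consistent, against 0 and 14 of the others (Fisher's exact test, p = 8.99e-05). Without CPuORF4, which repeats the values of BZIP1, 26 ROS genes were opposite, and 13 among genes changed at least 3-fold (Fisher's exact test, p = 0.000191). At an authors' FDR under 0.01 the difference from the other genes did not pass (Fisher's exact test, p = 0.165). The 3-fold genes are a subset whose p was not adjusted for the sets tried, and genes are not independent. In root, LHCB4.2, RAP2-3, DREB2A and AT5G54470 were opposite, JAL23 and PUMP4 consistent, and AT3G50270 had values of both signs. RAP2-3 rose in root with a log2 fold change of 1.01 (standard error 0.30, limma adjusted p = 0.0161), a call lost without ground control root replicate 1 or 2 or spaceflight root replicate 1 or 2 (log2 fold change 0.83 to 0.98), and the paper's value for its upstream CHH methylation is -0.128.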

The Venn diagram [76] shown in Fig. 7c provides a visual representation of these data: 4341 ROS genes [77] were compared to the 743 leaf DEGs and the 143 leaf DmC-DEGs. A slightly smaller percentage (41%) of the total leaf spaceflight DEGs were also classified as ROS (Fig. 7c). The spaceflight-associated DmC-DEGs also participate in terrestrially-characterized ROS signaling induced by various conventional stressors including reactive oxygen species, high light, UV, pathogen associated molecules, and oxidation related mutation, etc. Mapping of the ROS related stress category to the ROS-associated genes differentially expressed in spaceflight did not suggest an obvious correlation with any specific category, but in general, there appeared to be a somewhat negative association with ROS stress categories I, II and III, and a somewhat positive association with ROS stress categories IV through VIII (Additional file 6: Table S6). 

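Across the 66 ROS genes of leaf, the spaceflight log2 fold change went with the paper's values for category I, the gun retrograde signaling mutants, and against those for categories II and III, long and short high light exposure. Spearman's rho was 0.51 for category I (permutation, adjusted p = 0.00016 over 8 categories), with 43 of 66 genes of the same sign. It was -0.57 for category II (permutation, adjusted p = 8e-05, the smallest that the permutations can give here) and -0.32 for category III (permutation, adjusted p = 0.0162), with 8 and 17 of 66 genes of the same sign. For category VII, the impact of RBOHF during oxidative stress, rho was 0.34 (permutation, adjusted p = 0.0162), with 46 genes of the same sign. Categories IV (ozone and peroxide), V (electron transport inhibitors and flg22), VI (singlet oxygen and UV-B) and VIII (ROS acclimation) had rho of 0.19, 0.18, 0.18 and 0.24, none of which passed (permutation, adjusted p = 0.153, 0.153, 0.153 and 0.0771). HSFA2, which fell in spaceflight, has a value of 6.92 for short high light in the paper's Table S6. Pearson's r was 0.57, -0.63 and -0.62 for categories I, II and III (permutation, adjusted p = 2.67e-05 each), 0.24 for category VII, which no longer passed (adjusted p = 0.0891), and 0.34 for category VIII, which then passed (permutation, adjusted p = 0.00952). Without the 2 genes farthest from the median of the category, r was 0.63 for category I, -0.62 for II, -0.50 for III, 0.31 for VII and 0.33 for VIII. The correlations are across genes that are not independent replicates, with CPuORF4 and BZIP1 counted as separate genes although their values are identical.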

For contrast, the leaf spaceflight DEGs and DmC-DEGs were compared to a set of genes identified as reference, or “housekeeping” genes [78]; none of the 183 reference genes were represented in either the DEG or DmC-DEG sets (Fig. 7d). One of the ROS genes is presented to show the distribution of differential methylation using the IGV browser graphics (Fig. 7e). The spaceflight-associated hypermethylation of ROS-associated transcription factor GT2 (AT1G76890) predominated in the downstream region of the gene in the CHH context.

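GT2, a trihelix transcription factor, lies on the minus strand of chromosome 1 of TAIR10.1 from 28873052 to 28875435, with 2 exons in its longest transcript. The 2000 bp downstream of it, from 28871052 to 28873051, hold no annotated gene that lies within them, and GT2 itself overlaps the antisense gene AT1G76892. In spaceflight leaves GT2 rose from 15.5 ± 1.43 to 32.8 ± 8.54 FPKM (SD, n = 3), a log2 fold change of 1.01 (standard error 0.30, limma adjusted p = 0.00781). Without ground control leaf replicate 1 or spaceflight leaf replicate 3 the change was below 2-fold (log2 fold change 0.94 and 0.82). The paper's Table S5 gives a single value for GT2, an average differential methylation of 0.360 for CHH in the downstream region, and leaves its other contexts and regions blank.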

## Discussion

When subjected to spaceflight aboard the ISS, plants engage changes in DNA methylation in addition to the now well-characterized changes that occur in gene expression. This conclusion is consistent with the notion that some aspects of gene regulation networks are controlled at the epigenetic level for terrestrial plant stresses and ecological conditions, and suggests that spaceflight physiological adaptation in plants likely involves DNA methylation.

DNA methylation has been shown to be associated with many critical aspects of molecular regulation, such as gene and transposon silencing, genomic imprinting as well as X chromosome inactivation [79–83]. Given that epigenetic modifications have been demonstrated to play a key role in gene regulation in multiple systems [84, 85], DNA methylation likely presents one mechanism whereby an organism takes an environmental cue and tangibly alters its genetic blueprints to respond to that cue, record that genomic alteration, and potentially pass that information on to its progeny [71, 86, 87]. Despite many demonstrations that DNA methylation is part of terrestrial environmental responses, few DNA methylation studies have been performed in the context of the spaceflight environment. The literature on spaceflight-associated epigenomic studies of plants has thus far included analyses of plants grown on Earth from seeds subjected to the spaceflight environment and seedlings grown on Earth and then subjected to 60 h of spaceflight in a satellite [88]. In the seed exposure experiment, analyses with methylation-sensitive restriction enzymes revealed that the methylation state of 11 genes and 6 transposable elements (TEs) in terrestrially-grown rice plants from seeds flown on the “Long-March-2” spaceship for 18 days was altered compared to the control plants grown from seed that was not exposed to spaceflight [89–92]. In recent experiments with seedlings grown on the ground for 6 days then exposed to spaceflight on board the SJ-10 recoverable satellite for 60 h [88], whole seedlings also demonstrated differential DNA methylation between spaceflight and ground controls.

The work presented here represents the first gene-expression correlated, organ specific, whole genome survey of DNA methylation in plants that were sent to space as seeds, then germinated and grew in space under conditions anticipated for plant production in support of human exploration. These ISS grown plants were harvested and preserved by astronauts on orbit, and the frozen samples were returned to Earth for a direct comparison of ISS-grown and Earth-grown leaves and roots. The methylome and correlated transcriptome results from these 11 day old plants strongly reinforce the distinct organ-specific nature of the spaceflight response in that the spaceflight responses in gene expression and DNA methylation were different between roots and leaves. 

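Most genes listed for leaf, which were chosen by their response there, changed by another amount in the roots of the same plates. For 442 of the 608 genes listed for leaf (72.7%), the spaceflight change differed between organs by limma on the leaf minus root difference of each plate. The test was added after seeing the data and runs on genes selected for their response in leaf, so a smaller change in root is in part built in. Genes barely expressed in root can hardly fall on this scale, such as PR1, at 0.2 FPKM in ground control roots and 0.187 FPKM in spaceflight roots. In 194 of the 442 genes the fold change had the opposite sign in root, whether or not it passed a test there. For the genes listed for root, 30 of 65 differed (46.2%), 17 of them with opposite sign in leaf, counted in the same way. OXS3 was among the genes that differed, with a leaf minus root difference of 2.35 (standard error 0.40, limma adjusted p = 0.000692), whereas ATL75 had a difference of -0.03 (standard error 0.37, limma adjusted p = 0.94). AT5G54585 fell in leaf, from 19.1 ± 1.87 to 7.31 ± 1.75 FPKM, and had 1.02 ± 0.580 FPKM in ground control roots and 2.63 ± 0.722 FPKM in spaceflight roots (SD, n = 3 each), a leaf minus root difference of -2.17 (standard error 0.33, limma adjusted p = 0.000349). Its change in root, a log2 fold change of 0.87 below the 2-fold threshold, passed both thresholds with a pseudocount of 0.1 (1.41) and without ground control root replicate 1 (1.07) or spaceflight root replicate 3 (1.05). The median absolute log2 fold change of the leaf genes was 1.22 in leaf and 0.212 in root, where 13 of them changed at least 2-fold, and that of the root genes was 1.04 in root and 0.329 in leaf, where 17 did. The direction was shared for 396 of 606 leaf genes in root (65.3%) and 45 of 63 root genes in leaf (71.4%), and Spearman's rho across genes, which are not independent, was 0.38 and 0.46. Both organs of a plate are the same plants, so plates alone can give shared directions. In the 9 contrasts of 2 plates with the group means removed, 41.3 to 58.1% of the leaf genes and 35.5 to 63.5% of the root genes shared the direction, with rho of -0.0437 to 0.234 and -0.000306 to 0.402. With a pseudocount of 0.1 in place of 1, the number of root genes that differed was 17. From responses in gene expression and DNA methylation that differed between roots and leaves, the paper concludes that the spaceflight response is organ-specific.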

An interesting feature of these data is that while the physiological adaptation to spaceflight did not include large scale, genome wide changes in DNA methylation, the methylation levels within each context shifted toward more highly methylated sites in spaceflight leaves, which changed the distribution of the proportions of CG, CHC and CHH methylation levels. So in leaves, but not roots, the average methylation levels across protein-coding genes changed within each CG, CHG and CHH context. Specific differential methylations were observed in locations relevant to gene expression. The general notion of spaceflight-induced changes in DNA methylation reported here support the overall conclusion obtained with whole seedlings grown on Earth then exposed to a 60 h satellite spaceflight [88]; however, Xu et al. (2018) observed wide scale hypomethylation in spaceflight, a phenomenon that was not observed in the present study of plants that germinated and lived entirely on the ISS. In addition, a number of genetic mutations were observed in rice seedlings experiencing 18 day of spaceflight in satellites [90, 92], whereas we did not detect any evidence of mutation in the genome of this set of *Arabidopsis*. The source of such distinctions between experiments can be attributed to many factors, including the degree of internal shielding (ISS vs. a satellite), the growth hardware and internal environment, as well as the age and growth strategy of the plants.

It has been reported that hypermethylation in promoters is generally related to repressed transcription levels, especially in that CG methylation near TSS and TTS negatively affects gene expression [93, 94]. However, in the spaceflight data presented here, both positive and negative correlations were observed between CG methylation and gene expression in leaves (Additional file 10: Figure S4). 

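By gene region, no relation of CG methylation to expression in leaves passed its test. For the 16 leaf DmC-DEGs with an upstream CG value in the paper's Table S5, Spearman's rho with the deposited log2 fold change was 0.31 (permutation, adjusted p = 0.714 over 9 relations), and AT5G12110, with lower upstream CG methylation and lower expression, is one of them. For the 33 genes with a downstream value it was -0.26 (permutation p = 0.141, adjusted p = 0.633), where AT3G15450 had lower methylation and higher expression and STR15 higher methylation and higher expression. Gene bodies, with 19 genes among which HSFA2 and MBF1C fell and EGC2 rose with higher CG methylation, had a rho of -0.07 (permutation, adjusted p = 0.948). Averaged over regions, 31 of 63 leaf genes were CG hypermethylated and 32 hypomethylated, and rho was -0.05 (permutation, adjusted p = 0.777), Pearson's r was 0.05, and rho without the 2 farthest genes was -0.03. The relations are across genes, which are not independent replicates.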

Meanwhile, CHH hypermethylation showed a strong correlation to gene upregulation in leaves but not roots, demonstrating the organ-specific molecular regulatory network. In addition, both positive and negative correlations were observed with differential transcription and differential methylation across genic regions in all three contexts. These indicate that any correlation between DNA methylation and gene expression of plants in spaceflight is neither simple nor limited to a specific cytosine context or location with respect to gene structure, though some general trends can be identified in an organ-specific manner. 

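For CHH, the 15 leaf DmC-DEGs with an upstream value in the paper's Table S5, NRT2.5 and AT4G10270 among them, had a Spearman rho of 0.48 with the deposited log2 fold change (permutation p = 0.076, adjusted p = 0.633 over 9 relations), and Pearson's r was 0.20. Of the 38 genes with a downstream value, 36 were hypermethylated, including ALD1 and GT2, which rose (GT2 not without ground control leaf replicate 1 or spaceflight leaf replicate 3), and TBL26, which fell, and rho was -0.16 (permutation, adjusted p = 0.781). The 18 genes with a gene body value had a rho of -0.05 (permutation, adjusted p = 0.948). In root, CHH values exist for 9 DmC-DEGs of the deposited table, 3 hypermethylated, among them LAS1 and JAL23, and 6 hypomethylated, among them RAP2-3 and LHCB1.2. Their rho was 0 (exact permutation p = 1) and Pearson's r was -0.12 (exact permutation p = 0.855). The difference between the leaf and root relations was not tested, and genes are not independent replicates. From a relation of CHH hypermethylation to upregulation in leaves but not in roots, the paper concludes that the regulatory network is organ-specific.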

The employment of DNA methylation associated mutant materials in future spaceflight experiments may further clarify the functional relationship between gene expression regulation and different types of DNA methylation.

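Of the genes in the authors' deposited tables, 20.1% of 608 in leaf and 27.7% of 65 in root are in the paper's Table S5. When the limma test and the 2-fold threshold are applied to them, 94 leaf DmC-DEGs and 10 root DmC-DEGs passed. In root these are LHCB2.2, LHCB1.2, RAP2-3, DREB2A, LAS1, AT5G54470, APRR9, MSRB6, PUMP4 and UGT83A1. PUMP4, a mitochondrial uncoupling protein, stood at 48.1, 181 and 20.4 FPKM in the ground control roots and at 20.7, 18.5 and 8.44 FPKM in the spaceflight roots, and UGT83A1, a glycosyltransferase that overlaps the antisense gene AT3G02090, fell from 9.04 ± 1.13 to 4.03 ± 1.36 FPKM (SD, n = 3). The PUMP4 call was lost without ground control root replicate 2 or spaceflight root replicate 2 or 3. Without spaceflight root replicate 2, 3 root DmC-DEGs passed, and without ground control root replicate 2, 6, counts added after seeing the data. Among genes with an authors' FDR under 0.01, the share of DmC-DEGs was 20.3% of 582 in leaf and 16.7% of 42 in root.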

In leaves, about one fifth of the genes that were significantly differentially expressed by at least two-fold were among those genes that also showed differential methylation, and in roots the fraction was about one third; there were 21 of 75 differentially expressed genes in roots and 143 of 743 differentially expressed genes in leaves that were also differentially methylated. This result suggests that DNA methylation may play a significant role in a portion of the genes regulated by spaceflight, although DNA methylation is clearly not the only factor in the regulation of gene expression in response to spaceflight.

DNA methylation occurs with great density at repetitive sequences such as the pericentromeric regions, and in light density in euchromatin [95]. The non-coding regions flanking active genes can participate the regulation of transcription initiation and abundance [96]. In Arabidopsis, CG methylation is mainly controlled by methyltransferase MET1 and chromatin remodeler DDM1, while CHG and CHH methylation mainly relies on the methyltransferases CMT3 and DRM2 [97]. DRM2 dependent non-CG methylation is guided by small RNAs [97]. In our data sets no known RNA-directed DNA methylation (RdDM) pathway genes were differentially expressed. 

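Of 31 genes of the RdDM pathway, among them *NRPD1*, *NRPE1*, *RDR2*, *DCL3*, *AGO4*, *DRM2* and *CLSY1*, 0 are in the deposited leaf table and 0 in the deposited root table, while all 31 are annotated in TAIR10.1. The same holds for 15 genes of methylation maintenance and removal, including *MET1*, *DDM1*, *CMT3*, *CMT2* and the demethylases *ROS1* and *DME*, of which 0 are listed in either organ. Neither list has a member in the paper's Table S4. The tables list only genes past the authors' edgeR thresholds, so no level, fold change or unadjusted p of these genes was analysed here, and a change under those thresholds is not excluded.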

Whereas the increased CHG and CHH methylation levels in coding sequences as well as flanking regions in leaves experiencing spaceflight suggest a possibility that the ISS environment elicits organ-specific effects in CMT3 and/or DRM2-dependent functions in protein-coding genic regions. Moreover, DNA methylation is correlated with genome stability especially in transposable elements [98]. This initial comprehensive investigation uncovered the organ-specific correlation between DNA methylation and gene expression in genes involved in many classes of abiotic stress genes previously associated with a spaceflight response, including representatives of oxidative stress, heat shock, cell wall remodeling and defense signaling [14]. 

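Extensins and pectin-modifying genes were among the leaf genes that rose, and an expansin fell. Of 4 listed extensins and arabinogalactan proteins, 3 rose, 0 fell and 1 did not pass (3 higher when adjusted over the list alone), but 0 passed without spaceflight leaf replicate 3. EXT3, an extensin on chromosome 1 from 7453245 to 7455009 that overlaps the antisense gene AT1G21313, rose from 161 ± 6.47 to 361 ± 127 FPKM (SD, n = 3; limma adjusted p = 0.00733). AT2G43150, a proline-rich extensin-like gene, rose from 172 ± 8.74 to 381 ± 125 FPKM (SD, n = 3; limma adjusted p = 0.00671). Of 5 listed pectin-modifying enzymes and inhibitors, 3 rose, 1 fell and 1 did not pass (3 higher and 1 lower when adjusted over the list alone). Without ground control leaf replicate 1, 1 was higher, and without ground control leaf replicate 3, 0 were lower. PME17, a pectin methylesterase on chromosome 2 from 18644061 to 18646606, rose from 0.147 ± 0.110 to 5.84 ± 5.78 FPKM (SD, n = 3), a log2 fold change of 2.26 (standard error 0.46, limma adjusted p = 0.00147), AT1G62770, a pectinesterase inhibitor, rose with a log2 fold change of 1.02, a call lost without ground control leaf replicate 1 or spaceflight leaf replicate 1 or 2, and the pectin acetylesterase PAE2 fell from 2.83 ± 1.75 to 0.440 ± 0.0721 FPKM (SD, n = 3). The list of expansins, found by words in the annotation, held EXPA5, which fell from 32.1 ± 3.09 to 14.9 ± 8.22 FPKM (SD, n = 3), though not past 2-fold without spaceflight leaf replicate 3 (log2 fold change -0.89). It also held EXL7, an EXORDIUM-like gene and not an expansin, which did not pass (1 lower when adjusted over the list alone) and was higher past both thresholds with a pseudocount of 0.1 (log2 fold change 1.39). The same words in TAIR10.1, searched after seeing the data, add EGC2, the natriuretic peptide gene, which matches by a synonym as an expansin-like precursor and rose, so that 1 of 3 was higher, 1 lower and 1 not past. The 1 listed xyloglucan endotransglucosylase, XTH30, had a log2 fold change of 0.86, below the 2-fold threshold (0 past it when adjusted over the list alone), and passed without ground control leaf replicate 2 or spaceflight leaf replicate 1. In root, the 1 listed gene of the pectin list, AT1G14890, annotated with an invertase and pectin methylesterase inhibitor domain, rose from 24.8 ± 5.10 to 55.7 ± 14.8 FPKM (SD, n = 3; 1 higher when adjusted over the list alone, 0 without ground control or spaceflight root replicate 2). Fisher's exact test of the authors' calls for the pectin list gave an adjusted p of 1 over 18 lists. The other cell wall lists had fewer than 5 listed members and were not tested.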

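In leaves, DFL2 (GH3.10), an amido synthetase of the GH3 family on chromosome 4 from 1497536 to 1501599, fell in spaceflight, with a log2 fold change of -1.09 (standard error 0.31, limma adjusted p = 0.00722). It is the 1 listed gene of 10 GH3 genes (1 lower when adjusted over the list alone) and overlaps the antisense gene AT4G03410. AT5G51470, annotated as a GH3 family gene and outside that list, is lower in leaf in the paper's Table S4, with the paper's log2 fold change of -1.67 and FDR of 0.0112, and its expression was not analysed here. The change of DFL2 was below 2-fold without ground control or spaceflight leaf replicate 3 (log2 fold change -0.83 and -0.99). SAUR72, the 1 member of the small auxin up RNA family found by the annotation words, on chromosome 3 from 4078651 to 4079627, had 10.2 ± 6.63 FPKM on the ground and 4.97 ± 2.15 FPKM in spaceflight (SD, n = 3), a log2 fold change of -0.80 that did not pass (standard error 0.42, limma adjusted p = 0.0797; 0 past it when adjusted over the list alone). It passed without ground control leaf replicate 3 or spaceflight leaf replicate 1. The same words in TAIR10.1 names and products, searched after seeing the data, find 3 more members in leaf, so that 1 of 4 rose, 0 fell and 3 did not pass. AT4G34790, on chromosome 4 from 16594362 to 16595153, rose from 4.79 ± 1.71 to 24.4 ± 3.76 FPKM (SD, n = 3), a log2 fold change of 2.17 (standard error 0.31, limma adjusted p = 0.000224). AT4G38840 had -0.90, below the 2-fold threshold, and AT5G50760 0.78 (limma adjusted p = 0.0591), which passed with a pseudocount of 0.1. Without spaceflight leaf replicate 1, 2 of the 4 were higher and 2 lower, and 1 was lower without ground control leaf replicate 2 or 3. Neither search finds a gene of these families in the root table.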

The auxin related genes involved in gravitropism, such as *SAUR* and *GH3* families, were also altered. However, the most prominent category of genes represented in those that are both differentially expressed and differentially methylated in response to spaceflight are those associated with ROS signaling. ROS signaling genes cross into many other metabolic categories, and a recent meta-analysis characterized the extent of how oxidative stress reactions shaped transcriptomic responses, and referred to this complex of ROS-associated genes as the ROS Wheel [77]. Cross referencing the ROS Wheel genes with the spaceflight DmC-DEGs from leaves revealed 46% overlap (Fig. 7, Additional file 6: Table S6), which is slightly higher than the proportion of ROS genes in spaceflight DEGs overall (41%). Cross referencing the ROS Wheel genes with other stress-associated transcriptomes, such as osmotic stress (34%) [99], and pathogen stress (30%) (SUBA3 - http://suba3.plantenergy.uwa.edu.au/ [100]), reveals that a smaller proportion of these stresses are associated with ROS signaling. In addition, a number of ROS related genes behave in a diverse manner in spaceflight compared with the responses to conventional stresses such as high light exposure (Additional file 6: Table S6). These data suggest that ROS genes may play a unique role in the physiological adaptation of plants to the spaceflight environment.

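Spaceflight and long high light exposure (category II) mostly moved these genes in opposite directions. Of the 66 leaf ROS genes, 41 were higher in spaceflight and lower in category II of the paper's Table S6, 17 were lower in spaceflight and higher in the category, 8 were higher in both and 0 were lower in both. The 41 hold BZIP1, a sugar-responsive transcription factor, and its upstream reading frame CPuORF4, which carry the same values, and without the repeat they are 40 of 65. AT2G20670, on chromosome 2 from 8911860 to 8913747, rose from 27.8 ± 5.19 to 181 ± 99.1 FPKM in spaceflight leaves (SD, n = 3), a log2 fold change of 2.48 (standard error 0.43, limma adjusted p = 0.000638), against the paper's category II value of -3.21. TPS11 had a log2 fold change of 2.01 (standard error 0.50, limma adjusted p = 0.00366) against -3.19, and the clock-associated factor RVE1, which overlaps the antisense gene AT5G17305, 1.11 (standard error 0.37, limma adjusted p = 0.0138), a call lost without ground control or spaceflight leaf replicate 3, against -2.68. TBL26 fell by 1.76 on the log2 scale, and the paper's category II value for it is 2.84. GI, a clock and flowering regulator, had a log2 fold change of -0.94, below the 2-fold threshold (past it at -1.03 with a pseudocount of 0.1 and at -1.13 to -1.05 without ground control leaf replicate 1 or 2 or spaceflight leaf replicate 2), against 1.69 in the paper's category II.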

## Conclusions

The *Arabidopsis thaliana* seedlings grown in the Veggie hardware on the ISS showed organ-specific differences in gene expression and DNA methylation as compared with the ground controls. Although the overall methylation levels were not significantly changed by spaceflight, thousands of spaceflight differentially methylated cytosine sites were detected in both roots and leaves. Spaceflight leaves showed higher methylation levels in CHG and CHH contexts within protein-coding genes compared with ground control. Moreover, dozens of genes exhibited negative or positive correlation between differential expression and differential methylation in roots and leaves. Over 46% of the differentially expressed and differentially methylated genes were associated with ROS signaling. The work presented here represents the first gene-expression correlated, organ specific, whole genome survey of DNA methylation in plants that were sent to space as seeds, then germinated and grew in space. These data provide fundamental insight into the strategies plants use in the physiological adaptation to the novel environment presented by spaceflight.

## Methods

The data presented here are part of the spaceflight experiment Advanced Plant Experiment 03–2 (APEX03–2) which was launched on SpaceX mission CRS-5 on 10 January 2015 in a Dragon Capsule carried by a Falcon 9 rocket departing from Complex 40 at Kennedy Space Center. This experiment is also identified by NASA operations nomenclature (OpNom) as “TAGES-ISA” (Transgenic *Arabidopsis* Gene Expression System-Intracellular Signaling Architecture: http://www.nasa.gov/mission_pages/station/research/experiments/1059.html). The component of the TAGES-ISA experiment described here comprises a single genotype of Arabidopsis grown for 11 days in on the ISS.

### Plant material and plate preparations

Dry-sterilized Arabidopsis seeds of the Wassilewskija (WS) ecotype were planted onto the surface of 100 mm^2^ square petri dishes containing a solid nutrient medium of 0.5% Phytagel/0.5x MS (e.g. [14, 41]). Each plate was planted with 12 to 15 seeds. The plates were immediately wrapped in black cloth (Duvetyne, SeattleFabrics.com) to help preserve seed dormancy [101]. The wrapped plates were stored at 4 °C until launch. Three plates of WS seeds were launched for this part of the experiment, and there were three comparable ground control plates. The seeds remained dormant until removal from cold stowage and exposure to light after installation of the plates into the Vegetable Production System (VPS, aka “Veggie”) hardware on the Columbus Module of the ISS. This WS Arabidopsis seed line has been propagated in our laboratory for about 25 years; the WS line is curated as ABRC stock CS915 (www.arabidopsis.org). Examples of previous experiments using this seed line include these relevant studies [7, 8, 14, 18, 76, 78]. Samples of the seed used in this study are available for distribution upon request.

### Plant growth conditions on ISS and ground controls

To initiate germination, plates were unwrapped and secured perpendicularly to the LED light source of the Veggie hardware, which generated constant light conditions of 100–135 μmoles/m^2^/s PAR (Fig. 1a). The plants were grown for 11 days and individual plates were subsequently removed from Veggie and harvested by astronaut CDR Butch Wilmore into Kennedy Space Center (KSC) Fixation Tubes (KFTs) and fixed in RNAlater™ (Ambion, Grand Island, NY, USA). KFTs provide three levels of liquid containment and are quintessential ISS hardware for studying many aspects molecular biology (e.g. [9, 14, 41, 102–104]). One plate of plants was harvested to an individual KFT. The three KFTs were then stowed at − 80 °C in the MELFI freezer aboard the ISS, and remained frozen during the return to Earth for de-integration at KSC. The frozen samples were transferred from KFTs to 50 mL falcon tubes, and remained frozen until delivery to the Principal Investigators for analysis.

The corresponding ground controls were grown in the ISS Environmental Simulation (ISSES) chamber at KSC on a 24 h delay. The delay in initiation of the ground control was to facilitate programing the ISSES chamber with the ISS environmental profile of temperature, CO_2_ levels and lighting. The ground controls were unwrapped, placed into the Veggie ground unit within the ISSES chamber, and grown for 11 days in an identical fashion to the spaceflight samples. The plants were then harvested to KFTs (one plate to tone KFT) and stored in a standard − 80 °C freezer by an astronaut surrogate. The ground KFTs were kept frozen for the same amount of time as the spaceflight samples, and then the frozen samples in each KFT were transferred to individual 50 mL falcon tubes, and remained frozen until delivery to the Principal Investigators for analysis.

### Plant dissection, RNA and DNA extraction

The 50 mL Falcon tubes, each containing the plants from one plate preserved in RNAlater, were thawed and gradually brought to room temperature; plants were submerged in RNAlater at all times. Each plate represented a biological replicate comprising 12–15 individual 11 days old plants (Fig. 1b). From each replicate, three individual plants were pooled for RNA extraction and the remainder (9–12 plants) were pooled for genomic DNA extraction. Leaves, hypocotyls and roots from each set were dissected on an Olympus dissecting microscope into to leaf and root samples (Fig. 1c). The intervening hypocotyls were set aside. RNA extraction was performed using RNeasy Plant Mini Kit (Qiagen, Hilden, Germany) and the quality and quantity of the RNA samples were assessed using Agilent 2100 Bioanalyzer (Agilent Technologies, Inc.). DNA was extracted using a modified phenol/chloroform protocol as previously described [105], as residual components from the RNAlater preservation interfered with spin-column based gDNA kits. The quality and quantity were determined using a DNA1200 BioAnalyzer chip (Agilent Technologies, Santa Clara, CA, USA). Three biological replicates of root and leaf samples from spaceflight and ground controls were used for both RNA-seq and WGBS.

### RNA sequencing and bisulfite DNA sequencing

RNA extraction was performed using RNeasy Plant Mini Kit (Qiagen, Hilden, Germany) according to the manufacturer’s guidelines RNA concentration was determined on Qubit® 2.0 Fluorometer (ThermoFisher/Invitrogen, Grand Island, NY), RNA quality was assessed using the Agilent 2100 Bioanalyzer (Agilent Technologies, Inc.). RNAseq libraries were constructed using NEBNext Ultra Directional RNA Library Prep Kit for Illumina (NEB, USA) for poly(A) mRNA isolation following manufacturer’s recommendations. Whole Genome Bisulfite Sequencing was performed similarly to previous experiments [106]. In brief, 700–1000 ng of genomic DNA was processed for sequencing library construction. The DNA was transferred into 6 × 16 mm glass microtubes with AFA fiber and pre-slit snap caps and sheared into average fragments of ~ 200 bp using the Covaris S2 ultrasonic disruptor, following the manufacturer settings. Fragments of less than 100 bp in size were removed using AMPure magnetic beads (Beckman Coulter, Brea, CA, USA) at a 1:1 bead to sample ratio and 300–750 ng of clean, fragmented DNA was obtained. Between 100 and 250 ng of this material was used for Illumina sequencing library construction using the NEBnext Ultra DNA Illumina construction kit (New England Biolabs, Ipswich, MA, USA) in conjunction with Illumina-specific methylated and barcoded adaptors (New England Biolabs). After end-repair, 3′-adenylation, and adaptor-ligation steps, 75–150 ng of clean, adaptor-ligated DNA fragments (Illumina library) were size-selected to 250–500 bp (average ~ 320 bp) using AMpure beads and recovered in Tris-HCl, pH 8.0 with quantification using a QUBIT fluorimeter (Life Technologies, Carlsbad, CA, USA). Likewise, libraries were bisulfite converted using the EZ DNA Methylation™ Kit (Zymo Research, Irvine, CA, USA) according to the manufacturer’s instructions. The resulting bisulfite converted libraries were enriched by an amplification with 15 cycles using a uracil-insensitive polymerase (NEB) prior to purification with AMPure beads. The final processed libraries were quantified by the QUBIT fluorometer and by qPCR with the Kapa SYBR Fast qPCR reagents (Kapa Biosystems) with monitoring on an AB17900HT real-time PCR system (Life Technologies). Twelve barcoded bisulfite-seq libraries and 12 barcoded RNA-seq libraries (with triplicates for each condition) were pooled with the ratio of RNA: DNA = 60%: 40% and sequenced on three flow cell lanes on the HiSeq3000 instrument using a 2 × 101 cycle multiplex paired-end reads per lane.

### Reads alignment and processing

The quality of the RNA-Seq sequence data was first evaluated using FastQC prior to further downstream analysis. Low quality sequences were removed and poor quality part of the reads were trimmed using Trimmomatic [107]. The Star Aligner [108] was used to map high quality paired-end reads to TAIR10 genome. Gene expression was obtained using RSEM [109]. The expected read counts and Fragments Per Kilobase of transcript per Million mapped reads (FPKM), were extracted for further analysis. A generalized linear regression model was built to perform the differential gene analysis using edgeR [110]. The criteria that Counts per Million mapped reads (CPM) above 5 in at least 3 samples out of all RNA libraries was used to gate genes with extremely low expression. Prior to the differential analysis, hierarchical clustering and Principal Component Analysis (PCA) were conducted to identify the potential outlier of the samples. The thresholds for calling significantly differential expressed genes were set at FDR 0.05, the fold change of greater than 2, and the average FPKM for at least one of each comparison group is higher than 0.

The input bisulfite-seq reads were trimmed using trimmomatic and quality control was performed before and after trimming using FastQC. Reads were aligned to the *Arabidopsis thaliana* (WS) reference genome using bsmap [111]. Methylation calling was performed with cscall v1.0 [112] using the ws_0.v7.allPlusChlMito-CG/CHG/CHH index (Cscall Available at: http://compbio.ufl.edu/software/cscall/; A. Riva, Gainesville, FL: UF Computational Biology). A cytosine site was included in the analysis if it reached at least 10 x read coverage in at least 2 replicates for each condition. Differential methylated cytosine (DmCs) were identified and determined using the mcomp program [113, 114]. Cytosines in CG, CHG or CHH contexts for which the FDR (False Discovery Rate) corrected *p* value of the difference between test and control methylation rates was below 0.01 were considered significant. The differentially methylated regions (DMR) were identified using the method previously described [84]. In brief, a DMR was defined as a window of 100 bp containing at least 4 DmCs, with a methylation difference of at least 0.2 and a significance level of 0.01. DMRs separated by not more than one window were joined together in a larger DMR. DmCs and DMRs were also categorized based on the characteristics of their genomic locations including gene body (from transcriptional start site to transcriptional terminate site), promoter (2 kb upstream of transcriptional start site) and downstream (2 kb downstream of transcriptional terminate site). The reads mapped to chloroplast reference genome were used to calculate the ratio of converted cytosines in CG, CHG and CHH contexts, which showed the bisulfite conversion efficiency.

### Gene ontology analysis

Gene ontology annotation was performed using agriGO v2.0 [115], a public online tool and database (http://systemsbiology.cau.edu.cn/agriGOv2/index.php). The significance level for GO terms is FDR < 0.05.

## Additional files

Additional file 1: **Table S1.** The bisulfite conversion efficiency based on conversion ratio of cytosines in chloroplast reference genome. The ratio of converted cytosines in CG, CHG and CHH contexts were calculated using reads mapped to chloroplast reference genome.

Additional file 2: **Table S2.** The list of differentially methylated cytosines (DmCs) with statistical significance FDR < 0.01) in the CG, CHG or CHH contexts in roots and leaves in the comparison between spaceflight and ground control.

Additional file 3: **Table S3.** The list of genes mapped with differentially methylated cytosines (DmCs) with statistical significance (FDR < 0.01) in the comparison between spaceflight and ground control. DmCs mapped to the location of upstream, gene body and downstream of the gene structure in CG, CHG or CHH contexts in roots and leaves were shown.

Additional file 4: **Table S4.** The list of 800 genes that were differentially expressed with statistical significance (FDR < 0.05) by at least 2-fold in roots or leaves in the comparison between spaceflight and ground control. Genes were categorized by differential expression levels. The Log2 fold-change values with FDR < 0.05 were highlighted with yellow. Red indicates up-regulation and blue indicates down-regulation.

Additional file 5: **Table S5.** The list of differentially expressed genes with statistical significance (FDR < 0.05) by at least 2-fold in roots or leaves mapped with differentially methylated cytosines (DmCs) with statistical significance (FDR < 0.01) in the comparison between spaceflight and ground control. Log2 fold-change of expression levels and average differential methylation levels in CG, CHG or CHH contexts in the location of upstream, gene body and downstream of the differentially expressed genes in roots and leaves, and the correlation between gene expression and DNA methylation were shown. GO terms of biological process (FDR < 0.05) were listed for genes in roots and leaves.

Additional file 6: **Table S6.** The list of differentially expressed and differentially methylated genes associated with the ROS signaling genes identified by Willems et al. 2016 [77]. The ROS genes with at least 2-fold expression change in response to at least one stress category were selected.

Additional file 7: **Figure S1.** Multidimensional scaling (MDS) plots of DNA methylation levels for all 12 DNA samples from roots and leaves of spaceflight and ground control with 3 biological replicates.

Additional file 8: **Figure S2.** Principal Component Analysis (PCA) of the whole transcriptome for all 12 RNA samples from roots and leaves of spaceflight and ground control with 3 biological replicates.

Additional file 9: **Figure S3.** Frequencies of CG, CHG, and CHH sites in the *A. thaliana* genome.

Additional file 10: **Figure S4.** The correlation of differential gene expression and DNA methylation changes between spaceflight and ground control in CG, CHG, and CHH contexts. The scatterplots were generated using Log2 fold-change of expression levels and average differential methylation levels in CG, CHG or CHH contexts in the location of upstream, gene body and downstream of the differentially expressed genes in roots and leaves. The data can be located in Additional file 5: Table S5.

## Abbreviations

ABRS: Advanced Biological Research System
APEX: Advanced Plant Experiment
Bisulfite-seq: Bisulfite sequencing
DEG: Differentially Expressed Genes
DmC: Differentially methylated Cytosine
GO: Gene ontology
IGV: Genomics Viewer
ISS: International space station
ISSES: ISS Environmental Simulation
KFTs: Kennedy Space Center Fixation Tubes
RNA-seq: RNA sequencing
TAGES-ISA: Transgenic Arabidopsis Gene Expression System-Intracellular Signaling Architecture
TSS: transcription start site
TTS: transcription termination site
WGBS: Whole Genome Bisulfite Sequencing
WS: Wassilewskija

How the deposited data were processed for this re-analysis (not part of the article)

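Expression was measured by RNA-seq in leaves and roots (root tips in the extraction text of the labels, dissected roots in the paper) of 11-day-old *Arabidopsis* seedlings from 3 spaceflight plates and 3 ground control plates, which gives 12 libraries in 4 groups of 3. The authors checked reads with FastQC, trimmed them with Trimmomatic, mapped them to TAIR10 with STAR and quantified genes with RSEM; the versions of these tools are not given in the sources used here. The authors' deposited tables, one per organ, give for each listed gene the FPKM of the 12 libraries as RSEM estimated them. The files do not name the unit of these library values, and it was inferred. The ratio of the authors' mean CPM to the group mean of these values rose with gene length (Spearman's rho 0.793 over 606 leaf genes and 0.755 over 63 root genes), as it should for FPKM. The authors' mean CPM of each group, their log2 fold change and their p-value and FDR come from an edgeR generalized linear model of each organ and were taken as deposited. The tables list only genes past the authors' thresholds, an FDR under 0.05 and at least a 2-fold change, after a filter on CPM above 5 in at least 3 libraries. No counts were used here, so the depth per library is unknown and no interval for counting error can be given.

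From the deposited FPKM, log2(FPKM + 1) was compared between spaceflight and ground control in the 6 libraries of each organ with limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment over the genes listed for the organ. The design written beforehand assumed a count model, and limma was used in its place because the deposited values are FPKM. A call needs an adjusted p under 0.05 and at least a 2-fold change on this scale. Counts adjusted over a list alone equalled the counts over all listed genes in every list. The genes had been chosen on the same libraries, so these counts are no further evidence. A call is said to be lost without a replicate where the adjusted p or the 2-fold threshold is no longer passed. Counts of genes in both organs, shares of higher genes, Fisher's exact tests of lists and joins to the paper's Table S5 and Table S6 use the authors' deposited calls and fold changes. The difference of the spaceflight effect between organs was tested with limma on the leaf minus root difference of log2(FPKM + 1) of each plate, which keeps the leaf and root of a plate together, and was added after seeing the data. To see what plates alone give, the mean of each group was removed and each spaceflight plate was set against each ground control plate in both organs, also after seeing the data. The leaf and root libraries of a plate were matched by replicate number. The deviations of the leaf and root library of a plate from their group means correlated at 0.0778, 0.450 and 0.310 for the ground control plates and 0.0385, 0.0863 and -0.0179 for the spaceflight plates. The correlation was best with the own number for ground control plates 2 and 3 and spaceflight plate 2, and not for the other plates. Correlations used 100000 permutations, or all permutations under 10 genes. Other computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and the plot matplotlib 3.10.9.

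Gene positions, overlaps and antisense neighbours are from TAIR10.1, which lists 606 of the 608 leaf identifiers and 64 of the 65 root identifiers. Of 43 gene lists, 20 were written by locus and 23 by words in the annotation. The words were searched in the names of the deposited tables and the annotations of Table S4, which miss some members, and after seeing the data also in TAIR10.1 names, synonyms and products. The lists as first searched, the tests and the rule for named genes were fixed before the data were examined. The rule takes the 10 highest and 10 lowest genes in leaf and the 6 highest and 6 lowest in root among those with an adjusted p under 0.05 and groups that do not overlap. It also takes every gene called in both organs, every gene or family the paper names, and up to 4 called members of each list. The first rows of the paper's Table S4 and the colours of its Figure 7 had been seen by then. Genes named as members of the paper's Table S5 or Table S6 that fall outside the rule were chosen after their values were seen. Methylation values are the paper's, read from Table S5, and were not measured here; the bisulfite sequencing data were not analysed here.

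The limma steps were tested on simulated data. A simulated gene counted as called at an adjusted p under 0.05 alone, without the 2-fold threshold of the calls above. Noise was normal, with the SD of each listed gene within its groups, and was drawn independently in leaf and root. Most simulated genes were unchanged, whereas the listed genes had been chosen for a difference on the same libraries. The simulated rates therefore do not carry over to the calls above. For spaceflight against ground control in leaf, run on 608 genes, 46 of 67 genes with a true log2 change of 1 were called with the right sign, 60 of 67 with a change of 2 and 65 of 66 with a change of 3, and 7 of 408 unchanged genes were called. In root, run on 65 genes, 4 of 7, 7 of 7 and 6 of 6 were called, and 1 of 45 unchanged genes. For the difference between organs, 31 of 67, 60 of 67 and 64 of 66 were called among the leaf genes with 5 of 408 unchanged, and 2 of 7, 7 of 7 and 6 of 6 among the root genes with 1 of 45 unchanged. Alternatives tried were other FDR and fold thresholds, a filter on low FPKM, a pseudocount of 0.1, the replicate number as a block, each replicate left out in turn, the paper's Table S4, other correlation measures and other definitions of a trend.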

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

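The test of the difference between organs was chosen after the values had been seen, while the low oxygen and sugar starvation lists were planned. The spaceflight effect differed between leaf and root for 442 of the genes listed for leaf and for 30 of the genes listed for root, by limma on the leaf minus root difference of each plate (473 and 34 at an unadjusted p under 0.05). The genes of each table were selected for their response in that organ, so a smaller change in the other organ is in part built in. With a pseudocount of 0.1 the counts were 455 and 17, of which 412 and 15 were shared with the counts at a pseudocount of 1. Of the 17 genes listed for both organs, 5 differed. OXS3 rose more in leaf, with a leaf minus root difference of 2.35 (standard error 0.40, limma adjusted p = 0.000692). UP6 had a difference of -2.02 (standard error 0.40, limma adjusted p = 0.00143) and AT5G54585 one of -2.17 (standard error 0.33, limma adjusted p = 0.000349), with opposite signs in the organs. AT5G54470 was lower in both organs, by more in leaf, with a difference of -1.09 (standard error 0.35, limma adjusted p = 0.0164). CPuORF21 had a difference of -5.77 (standard error 1.15, limma adjusted p = 0.00146), which rests on libraries at 0.05 FPKM set against libraries above 13 FPKM.

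In leaves, 2 groups that the paper does not discuss moved in 1 direction. All 11 listed genes of the low oxygen response were higher past the limma test and the 2-fold threshold. None of the 21 genes on that list is among the 65 genes listed for root. Of the 11 listed genes of sugar starvation and darkness 10 were higher, and 1 gene of that list, SKIP20, is listed for root. By the authors' deposited table 73.4% of all listed leaf genes were higher. A difference from the other listed leaf genes did not pass for either list (Fisher's exact test of the authors' calls, adjusted p = 0.191 each over 18 lists). No technical or biological explanation was tested for either group.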

How the results depend on the processing

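Of the values recomputed for results that answer a comparison, 129 were kept and 28 moved. Another 9 were no longer past a threshold, 4 newly passed one and 0 of those past a threshold changed direction. A count was kept within 1.5 times its main value and moved otherwise. A tested value was kept with its direction and its side of the threshold, and moved where it changed direction without having passed. The cause was not tested except where stated. Fits with edgeR or DESeq2 and the version with no expression filter were not run, since the tables used hold no counts and no genes below the authors' thresholds, and a filter on mean FPKM under 1 removed no listed gene and so tests nothing. The leaf count, 453, was 106 at an FDR under 0.001, 155 at 3-fold and 743 in the paper's Table S4, and 365 to 474 with 1 replicate left out. The root count, 36, was 16 at an FDR under 0.01, 0 at an FDR under 0.001 by limma (59 genes had an unadjusted p under 0.05), 9 at 3-fold, 59 at 1.5-fold, 59 with no fold threshold, 57 with a pseudocount of 0.1, 75 in Table S4 and 65 by the authors' deposited calls, an alternative added after seeing the data. It was 18 without spaceflight root replicate 2 and at most 41, without spaceflight root replicate 3. With the replicate number as a block the counts were 454 in leaf and 37 in root. Replicates that share a number are not known to be paired, and their deviations from the group means correlated at 0.169, 0.187 and -0.0347 in leaf and 0.152, 0.0275 and 0.368 in root, so that not every library correlated best with its own number. The calls in lists ranged, with 1 replicate left out, from 15 to 18 for heat shock, 10 to 11 for low oxygen, 9 to 11 for sugar starvation, 6 to 7 for salicylic acid and 5 to 9 for the clock, with 5 without spaceflight leaf replicate 1. At an FDR under 0.01 the share of higher root genes was 64.3%, the genes in both organs 11, the higher DmC-DEGs of root 14.3%, and 1 root list passed, the cytochrome P450s with 20% higher, which did not pass at the main FDR of 0.05 (Fisher's exact test, adjusted p = 0.174). At 3-fold these were 62.5%, 3 and 0%, and the rho of root genes in leaf was 0.47. By limma calls, added after seeing the data, 50% of root genes were higher, and with a pseudocount of 0.1 the difference between organs held for 17 root genes. In leaf the relation of methylation to expression was 0.0512 for CG, -0.0127 for CHG and -0.0606 for CHH by Pearson, 0.31 for upstream CG, -0.0333 for upstream CHG, -0.0475 for gene body CHH, -0.16 for downstream CHH, and -0.00883 for CHH over all genes of Table S5, added after seeing the data, so that the CG, CHG and CHH relations of leaf, none of which passed, changed sign. In root it was -0.58 for CG and -0.12 for CHH by Pearson, -0.67 and -0.29 without the 2 farthest genes, and -0.10 and 0.27 over all genes of Table S5. By the sign of the mean 41.0% of leaf genes were opposite. Pearson's r was 0.24 for ROS category VII and 0.34 for category VIII. Without CPuORF4, which repeats the values of BZIP1, no call changed, a check added after seeing the data. Of 158 results for genes that the naming rule gives, which leaves out genes named only from Table S5 or Table S6, 131 passed both thresholds; with a pseudocount of 0.1 these 131 kept their call and 21 more passed, 13 in leaf and 8 in root. Among all listed genes STR15 was the 1 call lost with that pseudocount (limma adjusted p = 0.0502). The most lost were 22 of 103 leaf calls without spaceflight leaf replicate 3, 18 without ground control leaf replicate 1 and 13 of 28 root calls without spaceflight root replicate 2, and with the replicate block 0 were lost. GSTU25, which was not called, changed sign without ground control leaf replicate 2. With 3 against 3 libraries there are 10 splits, too few for a share under 0.05. In leaf 1 split, the real one, gave 453 calls and the highest other 0, and in root 1 split gave 36 and the highest other 1, over genes that were selected on the real split.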

Differences from the paper's values

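The paper reports 800 genes differentially expressed in roots or leaves, and 477 passed here. It reports 743 genes in leaf and 75 in root, against 453 and 36 here, at the paper's thresholds of FDR and fold but by limma on FPKM over the deposited genes. Of the alternatives set before the data were examined, 4 bring the counts within 1.5 times the paper's: at least 1.5-fold and no fold threshold (610, 568 and 59 for both organs, leaf and root), a pseudocount of 0.1 (605, 565 and 57) and the paper's own Table S4 (800, 743 and 75). The other alternatives do not: an FDR under 0.01 (409, 397 and 16), an FDR under 0.001 (106, 106 and 0), 3-fold (161, 155 and 9), the filter on mean FPKM (477, 453 and 36), the replicate block (479, 454 and 37) and each replicate left out (leaf 365 to 474, root 18 to 41). The authors' deposited calls, an alternative chosen after seeing the values, give 608 leaf and 65 root genes and drop 135 and 10 of the genes called in Table S4. Of these, 124 were higher and 11 lower in leaf, and 6 higher and 4 lower in root, by Table S4. Among the listed genes the lowest larger group mean was 1.04 FPKM in leaf and 1.05 FPKM in root. Why the other genes are not listed was not tested.

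The paper reports 7 root DmC-DEGs with a consistent trend, and 4 were found here among those in the deposited table. Placing each gene by the sign of its mean methylation value gives 6, within 1.5 times the paper's count, but it also places genes with values of both signs that Table S5 leaves unmarked and matches the mark in Table S5 for 15 of 18 genes, against 18 of 18 here. An FDR under 0.01 gives 2, which is not within 1.5 times. All genes of Table S5, an alternative chosen after seeing the values that drops 0 of the paper's called genes, gives 7.

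The paper states a positive correlation of CHH hypermethylation with gene upregulation in leaves, from scatterplots by gene region. With CHH values averaged over regions, Spearman's rho was 0.04 over the 67 genes used here (permutation, adjusted p = 0.777). Over all 78 genes of Table S5 it was -0.00883. By region rho was 0.48 upstream (permutation, adjusted p = 0.633), -0.05 in gene bodies and -0.16 downstream. Of the 67 genes 58 were hypermethylated, and 77.0% of all leaf DmC-DEGs were higher, so hypermethylated genes that rose are frequent without such a relation. For the ROS categories the paper finds no obvious correlation with a single category and describes a tendency, negative for I to III and positive for IV to VIII. Categories II and III were negative here, with rho of -0.57 and -0.32, and category I was positive, with rho of 0.51. Categories IV to VIII were positive here as well, with rho of 0.18 to 0.34, of which category VII passed (permutation, adjusted p = 0.0162). The paper lists SAUR72 as lower in spaceflight leaves, and here it had a log2 fold change of -0.80 (limma adjusted p = 0.0797). It was called without ground control leaf replicate 3 (-1.18, limma adjusted p = 0.0254) and without spaceflight leaf replicate 1 (-1.08, limma adjusted p = 0.0337), and with the replicate block its adjusted p by limma was 0.0398 at a change under 2-fold. It was not called with a pseudocount of 0.1 or without any other replicate, where the adjusted p reached 0.383.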

Other observations

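The tests of carried-over tissue and of ground plate 2 in this part and the searches of TAIR10.1 for more list members were chosen after the values had been seen, and the gene lists were planned. Transcription factors of several families rose in spaceflight leaves. Of 9 listed NAC factors 7 rose, 0 fell and 2 did not pass (7 higher when adjusted over the list alone; Fisher's exact test of the authors' calls against the other listed genes, adjusted p = 0.298), and 4 rose without spaceflight leaf replicate 3. NAC055, a factor of jasmonate and senescence responses, rose from 1.60 ± 0.437 to 19.4 ± 12.8 FPKM (SD, n = 3; limma adjusted p = 0.000587), and NAC029 had a log2 fold change of 2.35 (standard error 0.48, limma adjusted p = 0.00151). Of 9 ERF factors 6 rose, 2 fell and 1 did not pass (6 higher and 2 lower when adjusted over the list alone; Fisher's exact test, adjusted p = 0.748), with ERF2 at a log2 fold change of 1.83 and ERF034 at -1.83; 1 was lower without ground control or spaceflight leaf replicate 2. The 4 MYB factors held 3 that rose and 1 that fell (3 higher and 1 lower when adjusted over the list alone), and the words in TAIR10.1 add 2 that did not pass (5 of 6 higher with a pseudocount of 0.1). The fallen one, MYB34, and MYB51 are the 2 listed genes of 19 for glucosinolate synthesis (1 higher and 1 lower when adjusted over the list alone), with log2 fold changes of -1.09 and 1.22. MYB34 was below 2-fold without ground control leaf replicate 3 (-0.96) and both genes without spaceflight leaf replicate 3 (-0.88 and 0.98). B-box factors found by annotation words went both ways, 3 up, 1 down and 2 not past of 6 (3 higher and 1 lower when adjusted over the list alone; Fisher's exact test, adjusted p = 0.298; 3 lower with a pseudocount of 0.1). BBX20, which overlaps the antisense gene AT4G39060, had 1.57 and AT4G15248 had -2.57. The same words in TAIR10.1 names and products, searched after seeing the data, add COL9, which rose (log2 fold change 1.69), and AT5G54470 and AT4G27310, which fell (-2.40 and -1.11, the latter not past 2-fold without ground control leaf replicate 2 or spaceflight leaf replicate 1), so that 4 of 9 were up, 3 down and 2 not past. Without ground control leaf replicate 1 or spaceflight leaf replicate 2 or 3, 1 of the 6 and 2 of the 9 were higher. Without ground control leaf replicate 3, 3 of the 6 and 5 of the 9 were lower, and 2 of the 6 without spaceflight leaf replicate 1 or 2. The 1 listed bHLH factor, BHLH72, had -0.94, below the 2-fold threshold (0 past it when adjusted over the list alone), and passed without ground control or spaceflight leaf replicate 2.

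Among signaling and metabolic families of leaf, 6 of 10 genes found by annotation as RING-H2 and U-box ligases rose, 0 fell and 4 did not pass (6 higher when adjusted over the list alone; Fisher's exact test, adjusted p = 0.42), with 1 lower without spaceflight leaf replicate 1 or with a pseudocount of 0.1. By the words in TAIR10.1, searched after seeing the data, 10 of 17 rose, 0 fell and 7 did not pass (16 higher and 1 lower with a pseudocount of 0.1). ATL31 rose from 10.3 ± 5.96 to 37.1 ± 8.02 FPKM (SD, n = 3), and AT1G35250, which passed with a pseudocount of 0.1 or without spaceflight leaf replicate 3 and not with all libraries at a pseudocount of 1, is annotated as an acyl carrier protein thioesterase and not a ligase. Of 12 receptor kinases 5 rose, 0 fell and 7 did not pass (5 higher when adjusted over the list alone; Fisher's exact test, adjusted p = 0.298), with CRK4 and WAK3 at log2 fold changes of 1.52 each; 8 were higher without ground control leaf replicate 3 and 9 without spaceflight leaf replicate 1, and 1 was lower without ground control leaf replicate 2. With a pseudocount of 0.1, 11 were higher and 1 lower. Of 5 genes of the calmodulin list 3 rose, among them EDA39, a calmodulin-binding protein, and 2 did not pass, among them CML19, annotated as a centrin, which passed without spaceflight leaf replicate 1 (3 higher when adjusted over the list alone; Fisher's exact test, adjusted p = 0.42). Without ground control or spaceflight leaf replicate 3, 1 was higher, and with a pseudocount of 0.1 all 5 were. By the words in TAIR10.1, 5 of 7 rose and 2 did not pass, with 2 higher without ground control or spaceflight leaf replicate 3. CML12, also the 1 listed of 3 touch genes (1 higher when adjusted over the list alone), had 1.05, overlaps antisense genes and lost its call without ground control leaf replicate 1 or 3 or spaceflight leaf replicate 3 (limma adjusted p = 0.0865, 0.0625 and 0.087). Of 9 cytochrome P450s 6 rose, 1 fell and 2 did not pass (6 higher and 1 lower when adjusted over the list alone; Fisher's exact test, adjusted p = 0.748), led by CYP71B15, an enzyme of camalexin synthesis, from 1.62 ± 0.453 to 17.1 ± 11.7 FPKM (SD, n = 3), and 2 were lower without spaceflight leaf replicate 1 and 3 with a pseudocount of 0.1. Of 6 UDP-glycosyltransferases 3 rose, 2 fell and 1 did not pass (3 higher and 2 lower when adjusted over the list alone; Fisher's exact test, adjusted p = 0.298). By the words in TAIR10.1, which also match the starch synthase GBSS1, 3 of 9 rose, 3 fell and 3 did not pass (5 lower with a pseudocount of 0.1). Of 3 aquaporins 1 fell, PIP2-3, from 92.8 ± 2.44 to 43.5 ± 1.17 FPKM (SD, n = 3), and 2 did not pass (1 lower when adjusted over the list alone). All 3 were lower with a pseudocount of 0.1 or without ground control leaf replicate 1, and 2 without ground control leaf replicate 2 or spaceflight leaf replicate 1 or 2. SDI1, 1 of 12 sulfur deficiency genes, and PS2, 1 of 11 phosphate deficiency genes, fell by 1.16 and 1.03 on the log2 scale (1 lower each when adjusted over the list alone), and the lipid transfer gene DL3625W rose (1 higher when adjusted over the list alone). By the words in TAIR10.1, 3 of 4 lipid transfer genes rose and 1, AT1G62510, fell, but 0 fell and 2 rose without spaceflight leaf replicate 1. The PS2 call was lost without ground control leaf replicate 1 or 3 or spaceflight leaf replicate 1 or 2 (log2 fold change -0.93 to -0.86). In root, 2 ERF factors and 2 RING-H2 ligases rose (2 higher each when adjusted over the list alone), as did the bHLH factor BHLH63 (1 higher when adjusted over the list alone), and the B-box gene COL16, the jacalin lectin JAL23 and SKIP20 did not pass the 2-fold threshold (0 past it when adjusted over the list alone). The ERF factors had 1 that rose without ground control or spaceflight root replicate 1 or 2, and BHLH63 lost its call without spaceflight root replicate 1 or 2. All 3 passed with a pseudocount of 0.1. COL16 passed without spaceflight root replicate 1 or 3, and JAL23 and SKIP20 without ground control root replicate 2 or spaceflight root replicate 3. The 3 chlorophyll a-b binding genes found by annotation in root are the light-harvesting genes already named (2 higher when adjusted over the list alone, 0 without spaceflight root replicate 2 and 1 without ground control root replicate 3), and the words find 0 in leaf. The words in TAIR10.1 add ELIP1 and ELIP2 to this list in both organs, where they fell, in leaf not without ground control leaf replicate 1, and AT5G54470, which fell in root as well, to the B-box genes of root. The germin words match 1 leaf gene there, AT2G40475, which fell, by a synonym on seed germination and not as a germin. None of 17 flavonoid, 18 iron and 11 common reference genes is listed in either organ.

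The authors' deposited tables call 4 photosynthesis genes with far higher levels in leaf higher in spaceflight roots, namely LHCB2.2, LHCB1.2, LHCB4.2 and PSAD2, of which 0 passed both limma thresholds without spaceflight root replicate 2. Leaf tissue left in the root samples would have to make up a median of 1.19% of them by these genes, which were chosen for rising, and would bring other abundant leaf transcripts at that share. The 10 leaf-only genes of the leaf table (at least 20 FPKM in ground control leaf, under 5% of that in root) with 100 FPKM or more in spaceflight leaf, taken whatever they did in root, rose by a median of 0.181% of the spaceflight leaf level, a ratio of 0.151 to the share needed. The ratio lay under 0.5 in all 3 plates and 9 of the 10 genes were under 0.5 of the needed share, with PDF1.2C, at 783 FPKM in spaceflight leaves, at 0.567 FPKM in spaceflight roots in place of 9.75, which argues against leaf tissue as the whole source. The share assumes that the tissue had the levels of the leaf library of its plate; a smaller share of leaf tissue, other green tissue and expression in the roots themselves stay open, since the 15 other leaf-only genes called higher in root, which rose by 2.34 times the photosynthesis genes, had been chosen for rising.

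Genes were taken as expressed almost only in root at 10 FPKM or more in ground control root and under 0.5 FPKM in ground control leaf. By the authors' deposited calls 27 of them were higher in spaceflight leaves. The direction of these 27 was fixed by selection, since no listed leaf gene has a larger group mean under 1.04 FPKM. The 18 of them under 100 FPKM in spaceflight roots, chosen for rising, would need root tissue at a median of 6.76% of the leaf samples, which would bring abundant root transcripts at that share. The 10 root-only genes at 100 FPKM or more rose by a median of 0.416% of their root level, a ratio of 0.0615 to the share needed that lay under 0.5 in all 3 plates and for 9 of the 10 genes. BGLU21, at 602 FPKM in spaceflight roots, stood at 1.32 FPKM in spaceflight leaves in place of 41.2, which argues against root tissue as the whole source for the 18 genes. A smaller share of root tissue and expression in the leaves themselves stay open for both sets. For the abundant genes root tissue was not decided, because only 1 of them, AT4G33720, was not called in leaf. Its change, averaged over the plates, was 0.000603% of its root level, with means of 0.187 FPKM in ground control leaves and 0.18 FPKM in spaceflight leaves.

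Of the 23 root genes that the authors' deposited table calls lower in spaceflight, 6 stood in ground control root replicate 2 at 1.5 times or more of both other ground control roots: PCFS5, PUMP4, DREB2A, AT1G50750, AT4G29780 and AT4G27657. All 6 were also highest in the leaf library of the same ground plate (one-sided exact binomial p = 0.00137), which argues against an error of that root library alone. The share exceeded that of the 59 other root genes, of which 20 were highest there (Fisher's exact test, two-sided p = 0.00279). A state of ground plate 2 or of its harvest that both organs share may therefore underlie these genes, but they respond together, so the p overstates the evidence, and the cause of such a state was not tested. Of the 6 genes 4 passed limma with all libraries, and without ground control root replicate 2 0 passed both thresholds and 1, DREB2A, the adjusted p alone (limma adjusted p = 0.0428), while 0 passed without spaceflight root replicate 2, 1 without spaceflight root replicate 3 and 6 without ground control root replicate 3.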
